# Photosynthetic response to increased irradiance correlates to variation in transcriptional response of lipid‐remodeling and heat‐shock genes

**DOI:** 10.1002/pld3.69

**Published:** 2018-07-10

**Authors:** Roxanne van Rooijen, Jeremy Harbinson, Mark G. M. Aarts

**Keywords:** *Arabidopsis thaliana*, high light stress, microarray, natural genetic variation, photosynthesis efficiency, photosystem II

## Abstract

Plants have evolved several mechanisms for sensing increased irradiance, involving signal perception by photoreceptors (cryptochromes), and subsequent biochemical (reactive oxygen species, ROS) and metabolic clues to transmit the signals. This results in the increased expression of heat‐shock response genes and of the transcription factor LONG HYPOCOTYL 5 (HY5, mediated by the cryptochrome photoreceptor 1, CRY1). Here, we show the existence of another response pathway in Arabidopsis. This pathway evokes the SPX1‐mediated expression activation of the transcription factor PHR1 and leads to the expression of several galactolipid biosynthesis genes. Gene expression analysis of accessions Col‐0, Ga‐0, and Ts‐1, showed activated expression of the SPX1/PHR1‐mediated gene expression activation pathway acting on galactolipids biosynthesis genes in both Ga‐0 and Col‐0, but not in Ts‐1. The activation of the SPX1/PHR1‐mediated response pathway can be associated with lower photosynthesis efficiency in Ts‐1, compared to Col‐0 and Ga‐0. Besides the accession‐associated activation of the SPX1/PHR1‐mediated response pathway, comparing gene expression in the accessions showed stronger activation of several heat responsive genes in Ga‐0, and the opposite in Ts‐1, when compared to Col‐0, in line with the differences in their efficiency of photosynthesis. We conclude that natural variation in activation of both heat responsive genes and of galactolipids biosynthesis genes contribute to the variation in photosynthesis efficiency in response to irradiance increase.

## 1 INTRODUCTION

The light‐use efficiency of photosynthesis is the result of the molecular, structural, and physiological state of the plant (Eberhard, Finazzi, & Wollman, 2008; Foyer, Neukermans, Queval, Noctor, & Harbinson, 2012; Zhu, Long, & Ort, 2008), which depends on many environmental factors. One of these, the level of irradiance, has a direct relation with photosynthesis light‐use efficiency as irradiance is the driving force for photosynthesis. At low irradiances, photosynthesis is fully light‐limited and photosynthetic light‐use efficiency is maximal. Beyond light‐limitation, light‐use efficiency decreases with increasing irradiances, resulting in the overall phenomenon of light‐saturation of photosynthesis at elevated irradiances (Long, Humphries, & Falkowski, 1994; Sinclair & Muchow, 1999). The decrease in light‐use efficiency from its maximum under wholly light‐limiting conditions implies that irradiance exceeds the capacity for photosynthetic metabolism (Long et al., 1994). A consequence of increased irradiance is an increase in the rate of damaging side reactions of photosynthesis that occur as a result of the reactive nature of many intermediates formed. These reactive intermediates come from redox signals mediated via changes in the degree of thioredoxin and plastoquinone reduction and increased formation of reactive oxygen species (ROS) (Vass, 2012). Reactive oxygen species (singlet oxygen [^1^O_2_], superoxide [$O_{2}^{-}$], the hydroxyl radical [•OH] and hydrogen peroxide [H_2_O_2_]) are the most conspicuously damaging by‐products of photosynthesis (Asada, 2006; Vass, 2012). The regulatory responses of photosynthesis, which are more active during stress (for example q_E_‐type nonphotochemical quenching or down‐regulation of electron transport at the level of the cytochrome b_6_/f complex) appear to reduce the formation of ROS, especially under high growth irradiances (Scheibe, Backhausen, Emmerlich, & Holtgrefe, 2005; Suzuki, Koussevitzky, Mittler, & Miller, 2012). The state of the photosynthesis apparatus – its composition, organization, and regulation – is thus under complex control. An increase in irradiance leading to excess will initially provoke rapid, physiological responses, including q_E_ type quenching, down‐regulation of electron transport at the cytochrome b_6_/f complex and increased CO_2_ fixation activity (Demmig‐Adams & Adams, 1992; Li, Wakao, Fischer, & Niyogi, 2009; Niyogi, 1999). If persistent, the increased irradiance will result in longer term acclimation of the photosynthetic apparatus, which can be detected at transcript and protein levels (Li et al., 2009; Walters, 2005). Different species and genotypes display different capacities to acclimate their photosynthetic apparatus to an irradiance increase so it is reasonable to infer that this is at least partly genetically determined (van Rooijen, Aarts, & Harbinson, 2015; van Rooijen et al., 2017).

In the rapid physiological regulatory response to irradiance increase, two major biochemical signals are known to be involved: a pH‐change within the chloroplast lumen, occurring within milliseconds after the irradiance increase; and redox changes, acting via changes in reduced thioredoxin levels, oxidized/reduced plastoquinone ratios, and a build‐up of ROS. These two classes of processes interact so changes in lumen pH regulation can affect the extent of redox changes and vice versa. Increases in ROS not only result from the irradiance increase itself but also from the concomitant temperature increase (Apel & Hirt, 2004). This combined irradiance and temperature effect causes the activation of heat‐shock factors, initiating further acclimation responses (Jung et al., 2013).

The transcriptome changes provoked by an increase in irradiance are not easy to interpret, being partly caused by the temperature increase rather than the irradiance increase (Swindell, Huebner, & Weber, 2007). Increased irradiance and increased temperature together induce a stress response at the site of photosynthesis, the chloroplast, mediated through a biochemical and molecular signaling cascade going from the chloroplast to the nucleus, known as retrograde signaling (Dietz, Wesemann, Wegener, & Seidel, 2018; Fey et al., 2005; Kleine & Leister, 2016). The main retrograde signals in response to increased temperature are the expression of heat‐shock proteins through the generation of ROS originating from the chloroplast, which is also thought to be a major retrograde signal required for the photosynthetic acclimation response to excess light (Jung et al., 2013; Rossel, Wilson, & Pogson, 2002; Vanderauwera et al., 2005). The retrograde signaling function of singlet oxygen and H_2_O_2_ has been largely unraveled (Dietz et al., 2018). Singlet oxygen and H_2_O_2_ modulate the activity of redox‐sensitive components of metabolic pathways such as the HDS‐MEcPP (HDS = HYDROXY‐2‐METHYL‐2‐(E)‐BUTENYL 4‐DIPHOSPHATE (HMBPP) SYNTHASE; MEcPP = 2‐C‐Methyl‐D‐erythritol‐2,4‐cyclodiphosphate) and the SAL1‐PAP (SAL1 is an enzyme with 3′(2′), 5′‐biphosphate nucleotidase and inositol polyphosphate 1‐phosphatase activities; PAP= 3′‐phosphoadenosine 5′‐phosphate) pathways. Both pathways lead to posttranscriptional gene silencing in the nuclear genome (Estavillo et al., 2011; Xiao et al., 2012). Besides modulating transcriptional networks, singlet oxygen and H_2_O_2_ also modulate translation of transcripts via the inhibition of conserved TARGET OF RAPAMYCIN COMPLEX (TORC) serine/threonine kinases and the simultaneous activation of SUCROSE NONFERMENTING‐RELATED KINASE 1 (SnRK1), which regulate the balance between energy status and growth regulation (Robaglia, Thomas, & Meyer, 2012). Another regulatory mechanism is the ROS‐mediated control of mRNA stability through the formation of stress granules and processing (p‐)bodies (Dietz et al., 2018; Uniacke & Zerges, 2008).

In addition to the indirect detection of increase in irradiance through increased temperature and the formation of ROS, plants directly detect increases in irradiance through their cryptochrome photoreceptors (Kleine, Kindgren, Benedict, Hendrickson, & Strand, 2007). Of the two plant cryptochromes in *Arabidopsis thaliana* (Arabidopsis), CRY1 and CRY2, only CRY1 initiates a transcriptional response to increased irradiance, mediated by the transcription factor LONG HYPOCOTYL 5 (HY5) (Kleine et al., 2007; Lee et al., 2007). The gene expression response to increased irradiance initiated by the heat‐shock factors and the response initiated via the HY5 transcription factor are considered to be two distinct gene activation pathways, both in function and in time (Yamamoto et al., 2004). However, it was recently unraveled that HY5 also negatively controls the unfolded protein response in Arabidopsis, in which a set of molecular chaperones is expressed to assist the endoplasmic reticulum in protein folding during stress situations (Nawkar et al., 2017).

As a last indirect sensing mechanism, plants sense increased irradiance through an accumulation of the phytohormone abscisic acid (ABA) in leaves (Galvez‐Valdivieso et al., 2009). ABA, high light, and oxidative stress similarly down‐regulate *Lhcb* genes; hydrogen peroxide produced in chloroplasts under high light conditions interacts with the ABA signaling network to regulate *Lhcb* expression (Borisova‐Mubarakshina et al., 2015; Staneloni, Rodriguez‐Batiller, & Casal, 2008).

Until now, the response of Arabidopsis to increased irradiance has only been studied in one accession, Col‐0. In our study we include two additional, natural, accessions of Arabidopsis, with contrasting photosynthesis responses to increased irradiance (van Rooijen et al., 2015), to reveal common, as well as genotype‐specific, transcriptional responses associated with the acclimation of photosynthesis efficiency. Analysis of different time‐points within one study allows the detection of transient expression patterns throughout the acclimation response. Next to the induction of genes involved in the protection against a temperature increase, and genes involved in the generation and perception of ROS ‐ mediated through (retrograde) signaling ‐ we expect the increased irradiance to temporarily arrest plant growth, which should lead to a decrease in the expression of genes involved in growth and development. In the course of acclimation, expression of these genes is expected to return to the status before the increase in irradiance.

## 2 MATERIALS AND METHODS

### 2.1 Plant material and growth conditions

The Arabidopsis accessions Columbia‐0 (Col‐0, CS76113), Gabelstein‐0 (Ga‐0, CS76133) and Tossa de Mar‐1 (Ts‐1, CS76268) were grown as previously described (van Rooijen et al., 2015). In short, the plants were grown under controlled conditions in the Phenovator (Flood et al., 2016), on rockwool, automatically watered with nutrient solution, in a 10 hr/14 hr day/night cycle, with the temperature set at 20/18°C (day/night), and relative humidity set at 70%. CO_2_ levels were ambient. Under controlled conditions, plants in the light were kept at a constant, low, irradiance of 100 μmol m^−2^ s^−1^ (Philips 610 fluorescent tubes, MASTER TL5 HO, 80W). In the increased irradiance treatment, the irradiance was increased to 550 μmol m^−2^ s^−1^ at the onset of the photoperiod on the 25th day after sowing. In the increased temperature treatment, the irradiance was kept at 100 μmol m^−2^ s^−1^, but the temperature was increased from 20°C to 30°C during the day. Photosynthesis efficiency was measured as previously described (van Rooijen et al., 2015, 2017).

### 2.2 RNA sample preparation

For all three genotypes, rosettes of nine plants per genotype were harvested on the day of the irradiance increase, 1 hr after the start of the photoperiod and flash‐frozen in liquid nitrogen. For the Col‐0 accession, nine rosettes were additionally harvested on the day of the irradiance increase 3.5 hr after the start of the photoperiod, and again 1 day later, at 1 hr after the start of the photoperiod, so 25 hr after increasing the irradiance to 550 μmol m^−2^ s^−1^. As a control, for all three genotypes rosettes of nine plants per genotype that were kept in low light (100 μmol m^−2^ s^−1^) were harvested at 1 hr after the start of the photoperiod, and for Col‐0 also at the additional time points, at 3.5 and 25 hr. The nine rosettes were subdivided in three groups of three rosettes and treated as three biological replicates. For each biological replicate for each accession‐treatment combination, the three rosettes were pooled as one sample for RNA isolation.

Total RNA was extracted using the Direct‐zol RNA mini‐prep kit from Zymo Research (www.zymoresearch.com). The RNA quality control, labeling, microarray hybridization, and data extraction were performed at ServiceXS B.V. (part of GenomeScan B.V., Leiden, The Netherlands). The RNA concentration was measured using a DropSense96 spectrophotometer (Trinean N.V., Gentbrugge, Belgium). The RNA quality and integrity was determined using Lab‐on‐Chip analysis on the Agilent 2100 BioAnalyzer (Agilent TEchn9ologies, Inc., Santa Clara, CA, USA). Single‐strand‐cDNA (ss‐cDNA) was prepared using the Ovation^®^ PicoSL WTA System V2 (NuGEN Technologies, Inc., San Carlos, CA, USA) according to the manufacturer's specifications, with an input of 50 ng total RNA. Labeling and fragmentation of the ss‐cDNA was performed with the Encore™ Biotin Module (NuGEN Technologies, Inc., San Carlos, CA, USA).

### 2.3 Microarray hybridization, scanning, and data analysis

Per sample, 2.5 μg of the labeled ss‐cDNA was hybridized onto an AraGene 1.1ST Array plate (Affymetrix, Santa Clara, CA, USA). Hybridization and scanning was performed on a GeneTitan (Affymetrix, Santa Clara, CA, USA). Image analysis and extraction of raw expression data was performed with the Affymetrix Expression Console™ v1.2.1. with “Gene‐level Default: RMA‐Sketch” settings. Raw data were analysed using the Bioconductor packages in the statistical programming language R (http://www.r-project.org) (Gentleman et al., 2004). The Affymetrix AraGene 1.1ST microarray oligonucleotide probe annotation list TAIRT v19 cdf file was downloaded from Brainarray (http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF/19.0.0/tairt.asp) and gene expression was normalized using the Robust Multi‐array Average (RMA) algorithm (Irizarry et al., 2003), after which a linear model was fitted for every gene. The empirical Bayes method was used to determine significant differences between the samples and the Benjamini and Hochberg method was used for adjustment of the *p* values for multiple testing (Benjamini & Hochberg, 1995; Efron & Tibshirani, 2002). The limma package was used to conduct log2 fold changes between control (low light, LL) conditions and experimental (high light, HL) conditions. Genes were selected with log2 fold change ≤0.7, or with log2 fold change ≥1.4. The limma package was also used to determine differential responsiveness of genes between accessions or between time points with a *p*‐value cut‐off of 0.05. The microarray dataset has been deposited at NCBI with accession number GSE115051, and can be accessed through http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115051.

### 2.4 Quantitative reverse transcription PCR (qRT‐PCR)

In a separate experiment, but with identical experimental set‐up as used for the microarray experiment, nine rosettes were similarly harvested, on the 25th day after sowing, for all accession‐treatment combinations at 1 and 3.5 hr after the start of the photoperiod, and immediately frozen in liquid nitrogen. As a control, rosettes of nine plants per accession that were grown in low light (100 μmol m^−2^ s^−1^) were harvested at the same time points. Three rosettes for each accession‐treatment combination were pooled as one sample for RNA isolation, in three biological replications. RNA was extracted according to Onate‐Sánchez and Vicente‐Carbajosa (2008). After normalization of RNA concentrations, cDNA was synthesized using the Iscript cDNA synthesis kit from Bio‐RAD (www.bio-rad.com). Quantitative real‐time reverse transcriptase PCR (qRT‐PCR) was performed with three technical replicates for each biological replicate using the SYBR‐green mastermix from Bio‐RAD. Three reference genes were used for normalization of samples: *UBIQUITIN7* (*UBQ7,* At2 g35635), *CYTOCHROME B5 ISOFORM E* (*CB5E,* At5 g53560), and *UBIQUITIN THIOESTERASE* (At1 g28120); expression levels of *UBQ7* and *CB5E* were previously found to be constant under excess light (Jung et al., 2013; Wunder et al., 2013), and expression levels of *UBIQUITIN THIOESTERASE* were previously found to be stable in several genome‐wide expression studies involving irradiance changes (Genevestigator database (Hruz et al., 2011), https://genevestigator.com/gv/). The primers used for qRT‐PCR are listed in Supporting Information Table S7.

## 3 RESULTS

### 3.1 Heat‐shock response and RNA binding protein genes are consistently responding to an increase in irradiance in Arabidopsis

Arabidopsis accessions Col‐0, Ga‐0 and Ts‐1 were grown for 24 days under 100 μmol m^−2^ s^−1^ growth irradiance (low light, LL), and from the next day onwards exposed to an irradiance of 550 μmol m^−2 ^s^−1^ (high light, HL), which is saturating for photosynthesis in these low‐light grown plants (van Rooijen et al., 2015). Upon exposure to increased irradiance, the accessions display different photosynthetic light‐use efficiencies (determined by measuring Φ_PSII_, the light‐use efficiency of photosystem II (PSII) electron transport, also known as Fq′/Fm′) (Figure 1a). Ts‐1 has a generally lower Φ_PSII_ than Col‐0 and Ga‐0, independent of the growth irradiance level. After the switch from low light to high light, all accessions show a decrease in Φ_PSII_ with Ga‐0 showing the smallest drop and highest recovery. Ts‐1 recovers most, reaching the same level of Φ_PSII_ as it had before the irradiance increase after 4 days, which was not achieved by the other two accessions. Col‐0 Φ_PSII_ recovers most during the day, whereas in Ga‐0 it recovers most during the night. These accession‐specific differences in Φ_PSII_ response are reflected in measurements of the chlorophyll reflectance index and the photochemical reflectance index (Supporting Information Figure S1) (Datt, 1999; Gamon, Serrano, & Surfus, 1997). Indirectly related to photosynthetic light‐use efficiency is the anthocyanin reflectance index, a proxy for anthocyanin content (Gitelson, Merzlyak, & Chivkunova, 2001). Also the anthocyanin reflectance index shows accession‐specific differences (Supporting Information Figure S1). However, we did not find an accession‐correlated relation between anthocyanin reflectance index and photosynthetic light use efficiency. 

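Expression was measured on Affymetrix AraGene arrays, 1 array per rosette sample, with 3 replicates in each of 11 groups and 33 arrays in all. For the accession comparison, Col-0, Ga-0 and Ts-1 were sampled at 1 hr after the lights were switched on, either at 550 μmol m-2 s-1 (HL) or at 100 μmol m-2 s-1 (LL). The authors normalized the arrays by RMA and deposited a table of 27826 loci. Its 918258 values hold up to 10 digits each, and 1 of them keeps a decimal point, so the digits of the linear RMA values are known but not their powers of 10. All but 2 of the fold-changes listed in Tables S1 to S6 were found in these digits within 0.0001 on the log10 scale, up to a power of 10. For the 520 genes of Tables S1 to S6, the power of 10 of a listed fold-change was taken from those tables. For a comparison of these genes that the tables do not list, the power of 10 that puts the change closest to that of Col-0 at 1 hr was used. For the 27306 other loci the smallest change was taken, so a change beyond 3.16-fold is misplaced there. Beyond this limit, the size and the direction of a listed change come from the paper and only its digits from the arrays. Levels of different genes cannot be compared. In simulated data for the Col-0 1 hr comparison over 27826 genes, 73 of 80 genes changed 2-fold or 3-fold were called in the true direction, 0 of 80 genes changed 5-fold or 8-fold were, and 1 unchanged gene was called. Changes close to the limit can be misplaced too, since 7 of 40 genes changed 3-fold were called in the opposite direction and the largest error of a change below the limit was 3.24 on the log2 scale. Log2 values were fitted with limma over all 33 arrays, with 1 mean per group. A gene was called responsive at a Benjamini-Hochberg adjusted p below 0.05 and a fold-change above 1.4 or below 1/1.4. The number of arrays limits the precision, and the median residual SD was 0.11 on the log2 scale.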

A rosette transcriptome analysis was performed on the accessions Ts‐1, Col‐0, and Ga‐0 to identify common and accession‐specific responsive genes, at 1 hr after the lights were switched on at HL. 

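The Col-0 time series adds HL and LL rosettes at 3.5 and 25 hr after the irradiance increase to those at 1 hr, together with an LL group at -23 hr, with 3 replicate arrays per group. Each HL group was set against the LL group of the same time-point. All groups entered the same limma fit as the accession comparison, with 22 residual and 8.37 prior degrees of freedom. Differences in response between time-points or accessions were tested as interaction contrasts. The arrays' medians of row-centred log2 values lay between -0.044 and 0.036.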

For Col‐0, a time‐series transcriptome analysis was performed to investigate the temporal effect on gene expression.

**Figure 1:**
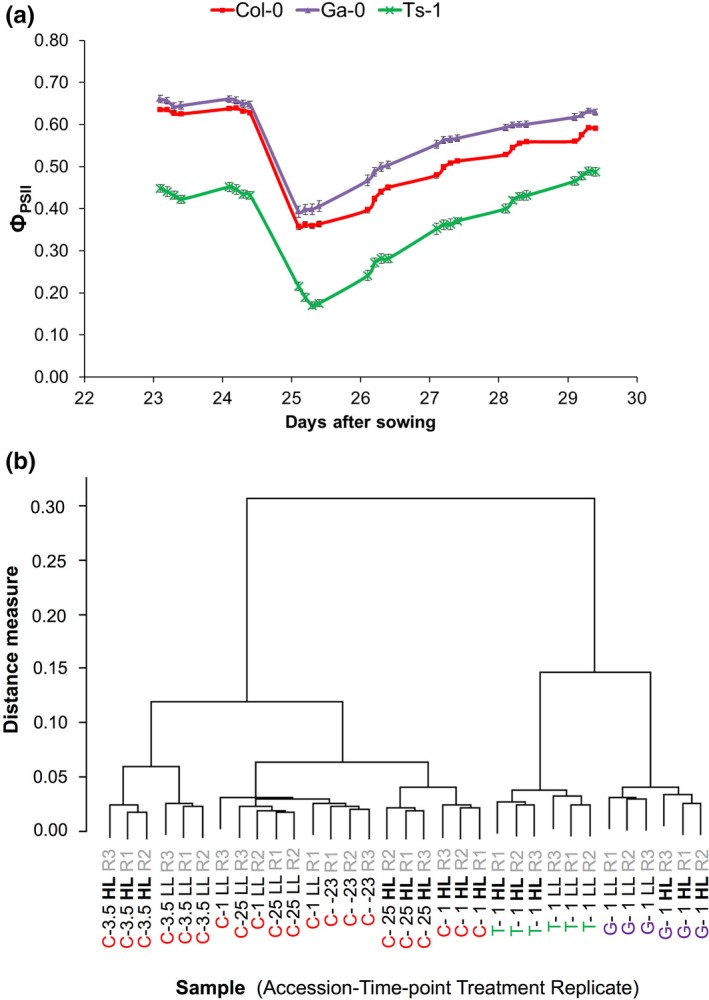
The effect of genotype on the photosynthetic response over time to increased irradiance in Arabidopsis. (a) Representative photosynthetic (Ф_PSII_) phenotypes for Arabidopsis accessions Col‐0, Ga‐0, and Ts‐1, grown for 24 days in 100 μmol m^−2^ s^−1^ growth irradiance and subsequently 6 days in 550 μmol m^−2^ s^−1^ growth irradiance, measured from day 23 until day 30 after sowing, at four time‐points per day; (b) Dendrogram of Pearson distance measures, based on microarray‐based transcriptome data representing gene expression in rosettes of Arabidopsis accessions Col‐0, Ts‐1 and Ga‐0 exposed to low light (LL; 100 μmol m^−2^ s^−1^ growth irradiance) control conditions or increased irradiance (high light, HL; 550 μmol m^−2^ s^−1^ growth irradiance), sampled at 23 hr before the irradiance increase (−23), and 1, 3.5 and 25 hr after the irradiance increase (1, 3.5, 25), in three experimental replicates (R1, R2 and R3)

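Because a correlation over genes needs the genes' levels, distances were taken as the root mean square log2 difference between arrays, a choice made after the values were seen. The Col-0 LL groups at -23, 1 and 25 hr lay 0.187 apart on average (range 0.182 to 0.193 over 3 pairs of groups), against 0.180 between arrays within a group, averaged over all 11 groups. The ratio was 1.04 ± 0.027 (SD over same-numbered arrays, n = 3). With 1 minus the Pearson or Spearman correlation of row-centred values as the distance it was 1.6 or 1.26. Within-group SDs were 0.101 to 0.136 for the arrays of these LL groups and 0.101 to 0.158 for the others. The ratio can therefore understate how far the LL days lie apart relative to their own replicates. In the average-linkage tree, 10 of the 11 groups formed a branch of their own, the exception being Col-0 LL at 1 hr, and the 3 LL groups lay together on 1 branch. In limma, 192 genes differed between these LL groups at an adjusted p below 0.05 and the 1.4-fold limit. Of the pairs of days, -23 hr against 1 hr gave 79 genes, -23 hr against 25 hr gave 168 and 1 hr against 25 hr gave 7. Without replicate 2 of the -23 hr group 87 genes were called, and without replicate 2 of the 25 hr group 109.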

Hierarchical clustering distinguishes all treatments, except for the Col‐0 LL control treatments at three consecutive days (1 hr after the lights were switched on), which treatments were all very similar (Figure 1b). 

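The mean distance between HL and LL groups was 0.275 on the log2 scale (range 0.253 to 0.321 over 5 comparisons). Accessions in the same light lay 0.321 apart (range 0.309 to 0.333 over 6 pairs), a ratio to the light distance of 1.17 ± 0.034 (SD, n = 3). Time-points lay 0.310 apart in LL over 2 pairs, with a ratio of 1.12 ± 0.049. This leaves out 1 against 25 hr, and with that pair, which the HL mean includes, the LL mean was 0.267 and the ratio 0.97 ± 0.04, a comparison added after the values were seen. In HL they lay 0.333 apart over 3 pairs (range 0.264 to 0.394), with a ratio of 1.21 ± 0.017. With 1 minus the Pearson correlation of row-centred values as the distance, the ratio of accession to light was 1.34. Differences between accessions beyond the limit of the placed digits are understated. Unequal match of the probes to the accessions' RNA can add to the accession distances and was not tested for them. The paper proposes from the order of these effects that the LL and HL comparison yields both genes specific to HL and general stress genes.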

The accession differences are most prominent and the effect of time seems to be larger than the effect of the HL treatment, suggesting that the LL‐HL comparison will provide a specific set of HL‐responsive genes and a general set of stress‐responsive genes. 

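The limma fit called 796 responsive genes in Col-0 at 1 hr (540 up-regulated, 256 down-regulated), 2150 at 3.5 hr (1097 up-regulated, 1053 down-regulated) and 1410 at 25 hr (743 up-regulated, 667 down-regulated). Of these, 789, 2119 and 1401 had all 3 HL arrays on the same side of all 3 LL arrays. In Ga-0, 627 genes were called at 1 hr (380 up-regulated, 247 down-regulated), 601 of them with separated arrays. In Ts-1, 675 genes were called at 1 hr (434 up-regulated, 241 down-regulated), 660 of them with separated arrays. Over all loci, the share with separated arrays was 21.8%, 35.2% and 33.5% in Col-0, 16.7% in Ga-0 and 19.1% in Ts-1, against 10% by chance. With the limits read on the log2 scale, the alternative that moved these counts most, 62, 111, 63, 56 and 37 genes were called in Col-0 at 1, 3.5 and 25 hr, Ga-0 and Ts-1. Of the called genes with separated arrays, HSP17.6A (At5g12030) rose most at 1 hr, with a log2 fold-change of 4.36 in Col-0 (standard error 0.20, limma adjusted p = 2.4e-16), 4.55 in Ga-0 and 4.29 in Ts-1. At5g48490 had the largest fall in Col-0 at 1 hr (-1.41), MYBL2 (At1g71030) in Ga-0 (-1.68) and RVE1 (At5g17300) in Ts-1 (-1.60). At 3.5 hr GPT2 (At1g61800) rose most in Col-0 (3.65) and EXPA8 (At2g40610) fell most (-2.63). At 25 hr NCED4 (At4g19170) fell most (-2.51). The powers of 10 of HSP17.6A, GPT2, EXPA8, NCED4 and MYBL2 in Ga-0 come from the paper's tables.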

Genes that were statistically significantly more than 1.4‐fold up‐ or down‐regulated when comparing the increased irradiance treatment with the control treatment, will be further refer to as “responsive genes” (Figure 2).

**Figure 2:**
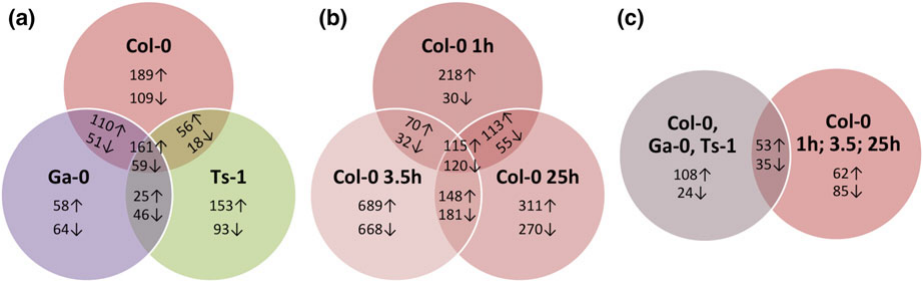
Arabidopsis accession‐ and time‐specific gene expression responses to increased irradiance. Venn diagrams displaying the number of significantly (*p* = 0.05) differentially (more than 1.4‐fold up‐ or down‐regulated) expressed genes when comparing (a) rosettes of plants grown at low light (100 μmol m^−2^ s^−1^ growth irradiance) of three accessions (Col‐0, Ga‐0, or Ts‐1; control) to those of plants exposed for the first day to high light (550 μmol m^−2^ s^−1^ growth irradiance), 1 hr after lights were switched on; and (b) rosettes of control Col‐0 plants grown at low light (100 μmol m^−2^ s^−1^ growth irradiance) at 1, 3.5 or 25 hr after lights on, to those of Col‐0 plants at 1, 3.5, or 25 hr after exposure to increased irradiance (550 μmol m^−2^ s^−1^ growth irradiance); and (c) the differentially expressed genes shared by all accessions indicated in (a) with those shared by all time‐points indicated in (b). Arrows indicate up‐ and down‐regulation compared to controls

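At 1 hr, 1303 genes were called in at least 1 accession, 811 of them up-regulated and 492 down-regulated, with 6 genes counted in both directions. With the log2 limits 78 genes were called, and with limma's test against a 1.4-fold change 219 genes.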

Over all, a total of 752 genes were more than 1.4‐fold up‐regulated, and 440 genes were more than 1.4‐fold down‐regulated in at least one of the three accessions 1 hr after the irradiance increase from 100 to 550 μmol m^−2^ s^−1^, when compared to untreated plants (Figure 2a). Of these responsive genes, 161 up‐regulated and 59 down‐regulated genes were shared among all three accessions (Figure 2a). 

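In the limma fit, 237 genes were responsive in the same direction in Col-0, Ga-0 and Ts-1, 173 up-regulated and 64 down-regulated. Up-regulated genes numbered 110 in Col-0 and Ga-0 alone, 60 in Col-0 and Ts-1 alone and 27 in Ga-0 and Ts-1 alone.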

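Over the 3 Col-0 time-points, 3236 genes were called at 1 or more of them, 1786 up-regulated and 1450 down-regulated, with 45 genes counted in both directions. At all 3 time-points 244 genes were called in the same direction, 119 up-regulated and 125 down-regulated. Only at 3.5 hr, 738 genes were up-regulated and 711 down-regulated. By the test against a 1.4-fold change, 779 genes were called at 1 or more time-points and 42 at all 3.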

In Col‐0, a total of 1,664 genes were more than 1.4 fold up‐regulated, and 1,356 genes were more than 1.4‐fold down‐regulated at any of the three time‐points after the switch, of which 115 were up‐regulated at all three time‐points, and 120 were down‐regulated at all three time‐points (Figure 2b). 

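In the same direction in all accessions and at all Col-0 time-points, 94 genes were called, 57 up-regulated and 37 down-regulated. They include all 53 up-regulated and all 35 down-regulated genes of the paper's Tables S1 and S2. Both comparisons hold the Col-0 1 hr arrays. If the other calls were independent within the 540 up-regulated and 256 down-regulated genes of Col-0 at 1 hr, 38.1 up-regulated and 31.2 down-regulated genes would be shared. With the loci placed by Tables S1 to S6 left out 51 core genes were called, and with the limits on the log2 scale 15. From the overlap, the paper reasons that these genes form a core response to an irradiance increase.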

The genes common to both comparisons (i.e. responding in all accessions and at all time‐points in Col‐0) were considered to represent a core set of 88 Arabidopsis genes (53 up‐regulated, and 35 down‐regulated) that respond to an irradiance increase (Supporting Information Tables S1 and S2).

Gene ontology analysis regarding the biological processes associated with this core set of 88 genes shows that up‐regulated genes are enriched for involvement in “heat‐shock response”, “photosynthesis” and “RNA binding” processes; while the down‐regulated genes show only minor enrichment for “photosynthesis” processes (Figure 3a). 

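The paper's tables class 28 core genes as response to heat, 10 as photosynthesis and 3 as RNA binding, and gene ontology enrichment was not analysed here. The RNA binding genes SR45a, SR30 and At5g12110, the last named after its values were seen, were called up-regulated in all 5 comparisons in limma. Their median log2 fold-change was 1.41 in Col-0 at 1 hr, 1.78 in Ga-0 and 1.23 in Ts-1.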

When comparing HL and LL conditions the enriched biological processes comprise 39 differentially expressed genes (Figure 3b). The majority of these encode heat‐shock proteins (HSPs), which are up‐regulated. 

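All 28 core genes classed as response to heat were called up-regulated in each of the 5 comparisons in limma. Their median log2 fold-change was 2.26 in Col-0 at 1 hr (range 0.55 to 4.36), 1.03 at 3.5 hr (range 0.51 to 3.29) and 1.35 at 25 hr (range 0.53 to 3.68). At 1 hr it was 2.20 in Ga-0 and 2.02 in Ts-1. These medians at 1 hr lie beyond 3.16-fold and rest on the powers of 10 of Table S1.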

Only three photosynthesis‐associated genes are identified among the 39 differentially expressed genes; these three all encode transcription factors and are all down‐regulated.

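Of the 10 core genes that the tables class as photosynthesis, 7 were called up-regulated in limma in all 5 comparisons and 3 down-regulated. Down-regulated were GLK2 (At5g44190), ESE3 (At5g25190) and At5g07580, the last 2 named after their values were seen. The log2 fold-change of GLK2 was -0.88 in Col-0 at 1 hr (standard error 0.07, limma adjusted p = 2.2e-11), -0.73 at 3.5 hr (adjusted p = 6.7e-10) and -1.49 at 25 hr (adjusted p = 3.8e-16). At 3.5 hr it was -1.64 for ESE3 and -0.85 for At5g07580.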

**Figure 3:**
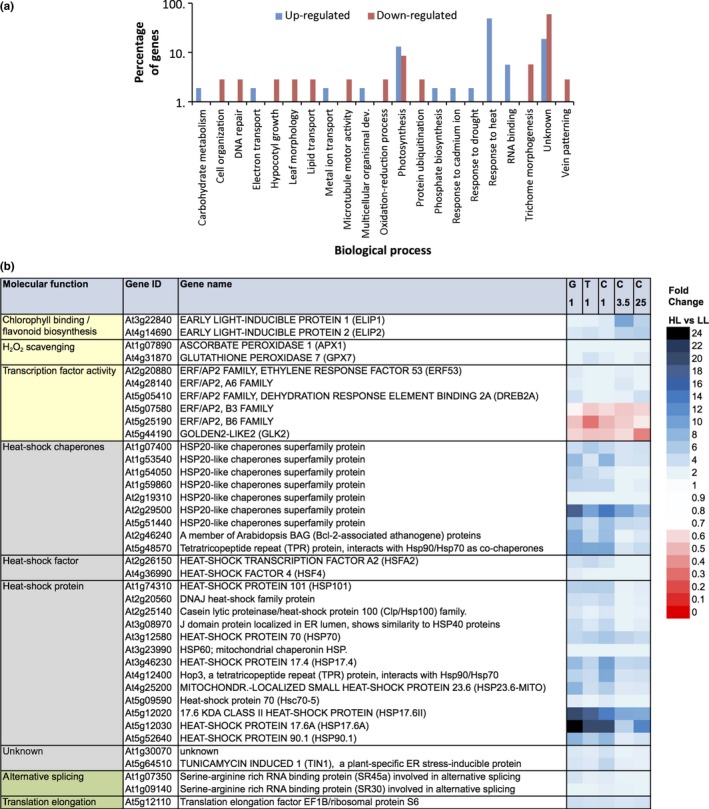
Gene ontology and functional annotation of a core set of Arabidopsis genes expressed in rosettes, showing a transcriptional response upon exposure to increased irradiance in all three tested accessions (Ga‐0, Ts‐1 and Col‐0) and at all examined time‐points (after 1, 3.5 and 25 hr) when compared to plants grown in control conditions. (a) Gene ontology enrichment for biological process of Arabidopsis genes differentially expressed in rosettes at 1, 3.5, or 25 hr after exposure to increased irradiance, when comparing three accessions, Ga‐0, Ts‐1, and Col‐0 (G, T, C), and three time‐points (1, 3.5 and 25; in Col‐0 only) to untreated controls; (b) Heat map displaying fold changes in gene expression in increased irradiance (HL) conditions versus low irradiance (LL) control conditions, of core genes with biological functions in photosynthesis (yellow highlighted), response to heat (gray highlighted), and RNA binding (green highlighted), as indicated in (a). All listed genes were statistically significantly more than 1.4‐fold up‐ or down‐regulated at all time‐points and in all accessions when compared to control conditions. For the complete gene list see Supporting Information Tables S1 and S2

Comparison of the fold‐changes of the core set of responsive genes between the three accessions (Ga‐0, Ts‐1, and Col‐0), or between the three time‐points (1, 3.5, and 25 hr after exposure to irradiance increase), revealed differences in responsiveness for some genes (Supporting Information Tables S1 and S2). Of these, only two differed in their expression when comparing accessions. These were the *DEHYDRATION RESPONSIVE ELEMENT BINDING 2A (DREB2A;* At5 g05410*)* gene, which belongs to the drought‐related ERF/AP2 transcription factor family, and the *SERINE‐ARGININE RICH RNA BINDING PROTEIN 45a (SR45a*; At1 g07350), which is involved in alternative RNA splicing. 

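By the limma interaction contrasts, 47 of the 94 core genes differed in response between time-points only and 1 between accessions only. Another 16 differed in both kinds of comparison and 30 in neither.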

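SMR5 (At1g07500) was the core gene that differed between accessions and not between time-points. Its change was larger in Col-0 than in Ts-1 by 0.93 on the log2 scale (standard error 0.19, limma adjusted p = 0.017), where the power of 10 in Col-0 is that of Table S1.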

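DREB2A rose by 1.87 on the log2 scale in Col-0 at 1 hr (standard error 0.12, limma adjusted p = 1.6e-13), by 1.16 in Ga-0 (adjusted p = 1.3e-08) and by 1.95 in Ts-1 (adjusted p = 1.2e-13). The powers of 10 in Col-0 and Ts-1 are those of Table S1. The response in Ga-0 minus that in Ts-1 was -0.79 (limma adjusted p = 0.027), and in Col-0 the response at 1 hr exceeded that at 3.5 hr by 1.36 (adjusted p = 6e-07). For SR45a, the response was 0.55 larger in Ga-0 than in Ts-1 (limma adjusted p = 0.04), and in Col-0 0.60 larger at 1 hr than at 3.5 hr (adjusted p = 9e-04).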

Twenty‐seven genes differed in a time‐point comparison, of which all were heat‐shock response genes. 

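Of the 47 core genes that differed between time-points only, 13 belong to the heat class of the paper's tables. Among the 88 genes of Tables S1 and S2 themselves, 45 differed between time-points only. The response of HSFA2 (At2g26150) was 1.18 larger at 1 hr than at 3.5 hr on the log2 scale (standard error 0.18, limma adjusted p = 2.7e-05), with the power of 10 at 1 hr from Table S1.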

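A response that differed both between accessions and between time-points was found for 16 core genes here and for 14 genes of Tables S1 and S2, and 10 of each belong to the heat class. ERF53 (At2g20880), an ERF/AP2 transcription factor, is among them. Its response was 0.75 larger in Col-0 than in Ts-1 on the log2 scale (limma adjusted p = 0.049) and 0.81 larger at 1 hr than at 3.5 hr (adjusted p = 0.003).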

Nine core genes differed in both the interaccession and time‐point comparisons, and these comprised eight heat‐shock response genes and one DREB‐like drought‐related transcription factor other than DREB2A, belonging to the ERF/AP2 transcription factor family.

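The Φ_PSII_ values themselves were not used here. Their relative profile over the 5 comparisons was solved from the r values and linear fold-changes listed in Tables S1 and S2, and 1 profile gives every listed r to within 1.5e-05. Over so few values no correlation is tested here. Of the 88 genes, 4 are listed in the paper with r above 0.5 and 13 with r below -0.5. CDC48B (At3g53230) rose by 1.61 on the log2 scale in Col-0, 1.53 in Ga-0 and 0.99 in Ts-1 at 1 hr, with limma adjusted p values of 1.1e-11, 3.8e-11 and 4.1e-07. HSP60 (At3g23990) rose by 0.96, 0.91 and 0.60 in the same order (limma adjusted p = 5.6e-09, 2.3e-08 and 3.8e-05). The smallest limma adjusted p of a difference between accessions was 0.086 for CDC48B and 0.26 for HSP60. SMR5 rose by 1.78 in Col-0, 1.12 in Ga-0 and 0.85 in Ts-1.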

The expression of four core responsive genes showed a high correlation (*r *>* *0.5) with the photosynthesis efficiency of the accessions (measured as Φ_PSII_); these are the *CELL DIVISION CYCLE 48B* (*CDC48B*) gene, an AAA‐type ATPase (At3 g53230), the *HSP60* heat‐shock protein gene (At3 g23990), and the *SIAMESE‐RELATED 5* (*SMR5*) cell cycle inhibitor gene (At1 g07500; Supporting Information Table S1). The expression of four other genes was negatively correlated with photosynthesis efficiency (*r *<* *−0.5); *DREB2A* (At5 g05410), the *HSFA2* heat‐shock factor gene (At2 g26150), an *HSP20‐like* heat‐shock protein chaperone gene (At1 g07400), and the *MULTIPROTEIN BRIDGING FACTOR 1C* (*MBF1C*) heat‐responsive transcriptional coactivator gene (At3 g24500) (Supporting Information Table S1).

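At 1 hr the log2 fold-change of HSFA2 was 1.89 in Col-0, 1.90 in Ga-0 and 2.18 in Ts-1, each with a standard error of 0.13 (limma adjusted p = 1.3e-12, 1.2e-12 and 1.1e-13). HSP20-like (At1g07400) rose by 2.16, 2.00 and 2.56 in the same order, with standard errors of 0.14. These powers of 10 are those of Table S1. MBF1C (At3g24500) rose by 1.35, 1.30 and 1.45. No interaction contrast between accessions was past the limit for these 3 genes, with a smallest limma adjusted p of 0.59 for HSFA2, 0.41 for HSP20-like and 0.86 for MBF1C.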

### 3.2 Heat‐shock response and lipid‐remodeling genes differ in response to high light when comparing accessions

Next to the shared, common responses, the three accessions also showed differential responses. 1 hr after the irradiance increase a total of 1,192 genes were more than 1.4‐fold up‐regulated or down‐regulated in at least one of the three accessions, when compared to untreated plants. Of these, 752 genes were up‐regulated, and 440 genes were down‐regulated (Figure 2a). 

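Of the up-regulated genes at 1 hr, 197 were called in Col-0 alone, 70 in Ga-0 alone and 174 in Ts-1 alone. A call in a single accession does not test the difference between accessions.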

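Among the down-regulated genes at 1 hr, 117 were called in Col-0 alone, 78 in Ga-0 alone and 109 in Ts-1 alone. Down-regulated genes numbered 56 in Col-0 and Ga-0, 49 in Ga-0 and Ts-1 and 19 in Col-0 and Ts-1.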

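The limma interaction contrasts called 176 accession-specific genes, 135 up-regulated and 41 down-regulated, which share 152 genes with the 153 of the paper's Tables S3 and S4. The responses of 126 genes differed between Col-0 and Ts-1, 60 between Ga-0 and Ts-1 and 35 between Col-0 and Ga-0. In the last pair the log2 change was higher in Col-0 for 32 of the 35. At an unadjusted p 941 genes were called. Without replicate 1, 2 or 3 of every group, 28, 73 and 43 genes were called. With only the compared groups in the fit the count was 90.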

Of the 1,192 responsive genes, 153 genes were identified as accession‐specific responsive genes (Supporting Information Tables S3 and S4), meaning they were differentially responsive (*p* = 0.05) between two or all three accessions (i.e. Col‐0, Ga‐0 and Ts‐1). Of these 153 genes, 22 genes were also differentially expressed between accessions irrespective of the irradiance level, while the others responded specifically differentially to the HL treatment (Supporting Information Tables S3 and S4). 

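In limma, 98 of the 176 accession-specific genes also differed between accessions in LL past the fold limit, and 53 differed the same way in both lights. Among the 153 genes of Tables S3 and S4, 81 differed in LL and 47 did so the same way in both lights. Of the other responsive genes, 457 of 1121 differed in LL (40.8%, against 55.7% of the accession-specific genes, Fisher's exact test, two-sided p = 0.000293). The same LL arrays enter the interaction contrasts, so part of this excess can come from the selection. The test also treats genes as independent.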

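A relative Φ_PSII_ profile over the 3 accessions, solved from the r values and fold-changes listed in Tables S3 and S4, gives each listed r to within 1.7e-05. In the paper's tables, 60 genes have r above 0.5 and 54 have r below -0.5, 74.5% of the list. Against the same profile, 66.7% of all other loci and 70.7% of the other responsive genes passed the same limits (Fisher's exact tests, two-sided p = 0.0474 and 0.392). Any 3 unrelated values pass them in 66.7% of cases. Both tests treat genes as independent, although the same arrays give every r.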

Of the 153 accession‐specific genes, 60 genes were positively correlated with photosynthesis efficiency (*r *>* *0.5) and 55 were negatively correlated (*r *<* *−0.5; Supporting Information Tables S3 and S4).

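In the accession-specific lists, the paper's tables class 21 genes as response to heat, 10 as lipid-remodeling, 6 as carbohydrate metabolism and 3 as cell organization. The carbohydrate genes had a median log2 fold-change of 0.49 in Col-0, 0.13 in Ga-0 and 0.28 in Ts-1 at 1 hr.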

Gene ontology analysis of the 153 accession‐specific genes showed enrichment for “heat‐shock response”, “lipid‐remodeling”, “carbohydrate metabolism”, and “photosynthesis” among the up‐regulated genes; and for “cell organization”, “photosynthesis” and “RNA binding” among the down‐regulated genes (Figure 4a). 

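The 21 accession-specific genes classed as response to heat had a median log2 fold-change of 2.09 in Col-0 (19 called up-regulated in limma), 1.78 in Ga-0 (19 called) and 1.18 in Ts-1 (17 called). HOP3 (At4g12400) rose by 3.19 in Col-0, 2.33 in Ga-0 and 2.05 in Ts-1, with powers of 10 from the paper's tables. Its response was 1.14 larger in Col-0 than in Ts-1 (limma adjusted p = 0.01). CPN60BETA2 (At3g13470) rose by 1.01, 1.14 and 0.48 in the same order, and its response in Ga-0 exceeded that in Ts-1 by 0.66 (limma adjusted p = 0.0027).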

Most prominent among the 51 genes classified in one of the enriched processes are the heat‐shock response genes (Figure 4b).

**Figure 4:**
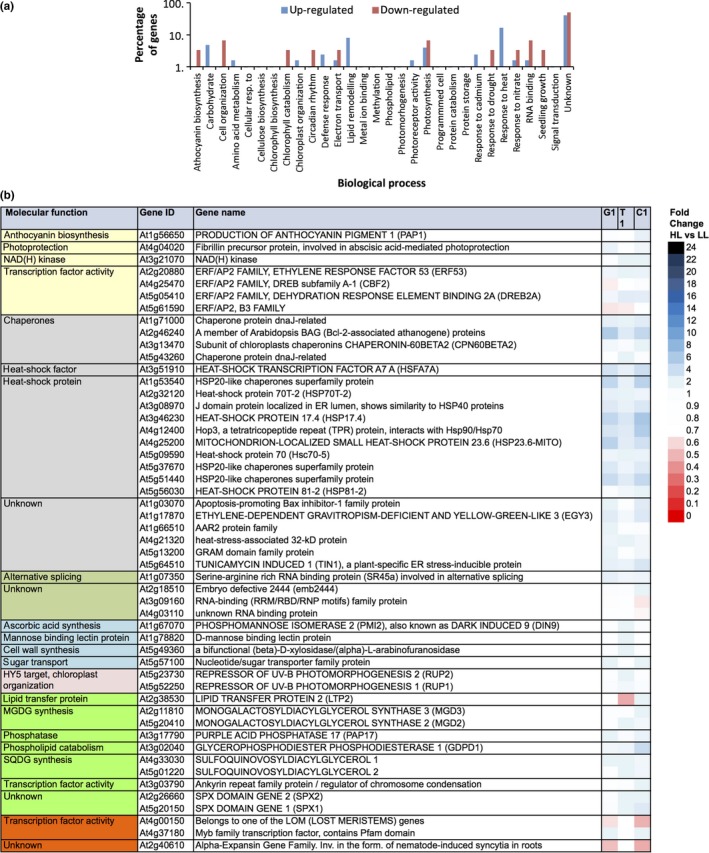
Gene ontology and functional annotation of Arabidopsis genes expressed in rosette leaves, showing an accession‐specific transcriptional response upon exposure to increased irradiance. (a) Gene ontology enrichment for biological process of Arabidopsis rosette‐expressed genes >1.4 fold differentially expressed at 1 hr after exposure to increased irradiance (HL) when compared to low irradiance (LL) plants (control), and differentially expressed between at least two of the three accessions Ga‐0, Ts‐1, and Col‐0; (b) Heat map presenting gene expression fold changes of genes differentially expressed at 1 hr after exposure to increased irradiance when compared to low irradiance, control, plants, and differentially expressed between at least two of the three tested accessions (G 1, T 1, C 1), annotated to be involved in one of the enriched biological processes as indicated in (a): photosynthesis (yellow highlight), response to heat (gray highlight), RNA binding (olive highlight), carbohydrate metabolism (blue highlight), photoreceptor activity (pink highlight), lipid‐remodeling (light‐green highlight), and cell organization (orange highlight). For the complete list of differentially expressed genes, see Supporting Information Tables S3 and S4

Remarkably, we could not confirm the up‐regulation of genes belonging to the well‐studied CRY1/HY5 pathway (Kleine et al., 2007). 

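CRY1 (At4g08920), which encodes a blue light receptor, fell by 0.53 on the log2 scale in Ga-0 (standard error 0.10, limma adjusted p = 0.00049) and by 0.51 in Ts-1 (adjusted p = 0.00065). In Col-0 it fell by 0.93 at 3.5 hr (limma adjusted p = 1.2e-08) and by 0.63 at 25 hr (adjusted p = 1.9e-05). The fall in Col-0 at 1 hr was inside the fold limit (-0.46, limma adjusted p = 0.0022).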

The up‐regulation of *HY5* was below the threshold we set in our micro array study; the average fold‐changes were: in Ga‐0 up‐regulated 1.3‐fold after 1 hr, in Ts‐1 up‐regulated 1.7‐fold after 1 hr, in Col‐0 up‐regulated 1.2‐fold after 1 hr, 1.5‐fold after 3.5 hr, and 0.8‐fold after 25 hr in this study. 

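HY5 (At5g11260) had a log2 fold-change of 0.39 in Ga-0 (limma adjusted p = 0.011) and 0.76 in Ts-1 (adjusted p = 1.5e-06) at 1 hr. In Col-0 it was 0.32 at 1 hr (limma adjusted p = 0.044), 0.61 at 3.5 hr (adjusted p = 1.4e-05) and -0.27 at 25 hr (adjusted p = 0.05), each with a standard error of 0.10. Past the fold limit were Ts-1 and Col-0 at 3.5 hr. Without replicate 1 of the Ga-0 HL group, the Ga-0 change was 0.32 (limma adjusted p = 0.082, range over the alternatives 0.0096 to 0.082). Leaving out any array of the 25 hr groups in turn gave limma adjusted p values between 0.063 and 0.15 (range over the alternatives 0.016 to 0.15). At 1 hr in Col-0 the adjusted p was 0.23 without replicate 2 of the HL group (range over the alternatives 0.015 to 0.23).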

Although the up‐regulation in Ts‐1 was above our threshold of 1.4‐fold, it was not selected for the accession‐specific up‐regulated genes, because it was not statistically different from the fold‐change in Col‐0 and Ga‐0 (*p* = 0.05).

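The HY5 response in Col-0 minus that in Ts-1 was -0.45 on the log2 scale (standard error 0.14, limma adjusted p = 0.15), and that in Ga-0 minus that in Ts-1 was -0.37 (adjusted p = 0.41).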

Additionally, we did not find up‐regulated gene clusters involved in ABA responsiveness in this study. 

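Of the genes related to ABA, NCED3 (At3g14440) was called up-regulated in limma in Col-0 at 1 hr (log2 fold-change 1.35, adjusted p = 6.9e-05), in Col-0 at 25 hr (1.07) and in Ga-0 (1.20). RD29A (At5g52310) was called in Col-0 at 1 hr (0.88, limma adjusted p = 0.002) and 3.5 hr (0.81, adjusted p = 0.0018). RAB18 (At5g66400) was called in Col-0 at 3.5 hr (0.51, limma adjusted p = 0.0048) and RD29B (At5g52300) in Ga-0 (0.82, adjusted p = 0.0044). Without replicate 1 of the Ga-0 HL group, the change of RD29B was 0.51 (limma adjusted p = 0.074, range over the alternatives 1.4e-05 to 0.082). RAB18 in Ga-0 was past the limits without replicate 3 of the HL group (0.5) or replicate 1 of the LL group (0.53). In Ts-1 NCED3, RD29A, RAB18 and RD29B changed by 0.39, -0.06, -0.02 and -0.29, and their limma adjusted p values were 0.4, 0.93, 0.98 and 0.48.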

Gene clusters involved in ABA responsiveness are known to be induced by high light with reduced infra‐red but repressed by high light containing infra‐red (Rossel et al., 2002). 

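The median log2 fold-change of the 15 genes named LHCB was -0.10 in Col-0 at 1 hr, -0.20 at 3.5 hr and -0.26 at 25 hr, -0.04 in Ga-0 and 0.01 in Ts-1. At 1 hr in Col-0 1 was called up-regulated in limma, and the family as a set gave an adjusted p = 0.17 by limma's fry over 7 families. At 3.5 hr 4 were called down-regulated and 1 up-regulated.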

We probably did not find up‐regulation of this cluster in this study, because the ABA signaling network causes down‐regulation of *Lhcb* genes only after several days of high light treatment, and not during the first hours of high light treatment (Alsharafa et al., 2014).

### 3.3 Differential expression in genes for photosynthetic response and heat‐shock response when comparing sequential time‐points after increased irradiance in Col‐0

To identify transient expression patterns throughout the acclimation response, and to study the effect of diurnal rhythm on gene expression responses during longer term acclimation, time‐point‐specific expression responses were characterized in Col‐0 at three time‐points after the irradiance increase. When compared to untreated plants, a total of 3,020 genes were significantly more than 1.4‐fold up‐ or down‐regulated in at least one of the three time‐points after the irradiance increase (Figure 2b). 

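Of the up-regulated genes in Col-0, 225 were called only at 1 hr and 348 only at 25 hr, and of the down-regulated genes 36 only at 1 hr and 302 only at 25 hr. At 3.5 and 25 hr but not at 1 hr, 160 genes were up-regulated and 181 down-regulated.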

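With a 2-fold limit and a difference in response between time-points, limma called 456 time-specific genes, 249 up-regulated and 207 down-regulated, which share 381 genes with the 384 of Tables S5 and S6. Among the genes past the 2-fold limit, the response differed between 1 and 3.5 hr for 387 genes, between 3.5 and 25 hr for 326 and between 1 and 25 hr for 170. Limma's test against the fold limit, the alternative that moved the count of time-specific genes most, gave 126.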

When focusing on the 384 most responsive genes, 229 genes were more than 2.0‐fold up‐regulated and 155 genes more than 2.0‐fold down‐regulated (Supporting Information Tables S5 and S6). 

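The time-specific lists hold 34 genes that the paper's tables class as response to heat. Up-regulated calls in limma numbered 34 in Col-0 at 1 hr, 23 at 3.5 hr and 31 at 25 hr, with median log2 fold-changes of 2.12, 0.69 and 1.14. The 10 up-regulated lipid-remodeling genes had medians of 1.11, 0.85 and 0.19 in the same order. Of the 8 down-regulated photosynthesis genes, 4 were called at 1 hr, all at 3.5 hr and 5 at 25 hr.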

Gene ontology analysis of the 384 time‐point‐specific genes showed that those in the “photosynthesis”, “heat‐shock response”, “lipid‐remodeling”, “RNA binding”, and “carbohydrate metabolism” classes were enriched among the up‐regulated genes, while the classes “cell organization”, “photosynthesis”, and “lipid‐remodeling” were enriched among the down‐regulated genes (Figure 5a). Figure 5b lists the time‐point‐specific classification of the responsive genes based on their associated biological process, and their expression difference when compared to control plants. 

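By time-point, the 37 up-regulated genes of the photosynthesis class had a median log2 fold-change of 0.56 at 1 hr (17 called in limma), 0.66 at 3.5 hr (22 called) and 1.16 at 25 hr (33 called). ELIP1 (At3g22840) rose by 1.57 at 1 hr, 3.27 at 3.5 hr and 2.33 at 25 hr, and its response at 1 hr minus that at 3.5 hr was -1.70 (limma adjusted p = 4.2e-07). The powers of 10 of ELIP1 at 3.5 and 25 hr are those of the paper's tables.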

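For the 3 Col-0 time-points, the relative Φ_PSII_ profile was likewise solved from the r values and fold-changes of Tables S5 and S6, with a largest miss of 1e-05. In the paper's tables, 58 genes have r above 0.5 and 75 have r below -0.5, 34.6% of the list. Against this profile, 63.6% of all other loci and 50.4% of the other responsive genes were past these limits (Fisher's exact tests, two-sided p = 5.88e-30 and 6.55e-09). These tests treat genes as independent, but the same arrays give every r and the listed genes were chosen for differing between these time-points. The p-values therefore overstate the evidence.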

Of the 384 time‐specific genes, 58 genes correlated with an *r *>* *0.5 to the photosynthesis efficiency measured in the same accession in the same time points and 78 correlated with an *r *<* *−0.5 (Supporting Information Tables S5 and S6). The majority of the photosynthesis related time‐point specifically regulated genes in Col‐0 are the genes involved in flavonoid/anthocyanin biosynthesis as well as the transcription factor encoding genes belonging to the ERF/AP2 family.

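The descriptions in Tables S5 and S6 name flavonoid or anthocyanin for 13 genes. Of these, 3 were called up-regulated in limma in Col-0 at 1 hr, 5 at 3.5 hr and 12 at 25 hr, with medians of 0.44, 0.43 and 1.41 on the log2 scale. CHS (At5g13930) rose by 0.37 at 1 hr (limma adjusted p = 0.019), 0.99 at 3.5 hr (adjusted p = 4.7e-09) and 1.03 at 25 hr (adjusted p = 5.2e-09). Without replicate 3 of the HL group, the limma adjusted p of CHS at 1 hr was 0.15 (range over the alternatives 0.0067 to 0.15). The descriptions name ERF/AP2 for 10 genes of Tables S1 to S6, of which 6, 4 and 5 were called up-regulated at 1, 3.5 and 25 hr.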

**Figure 5:**
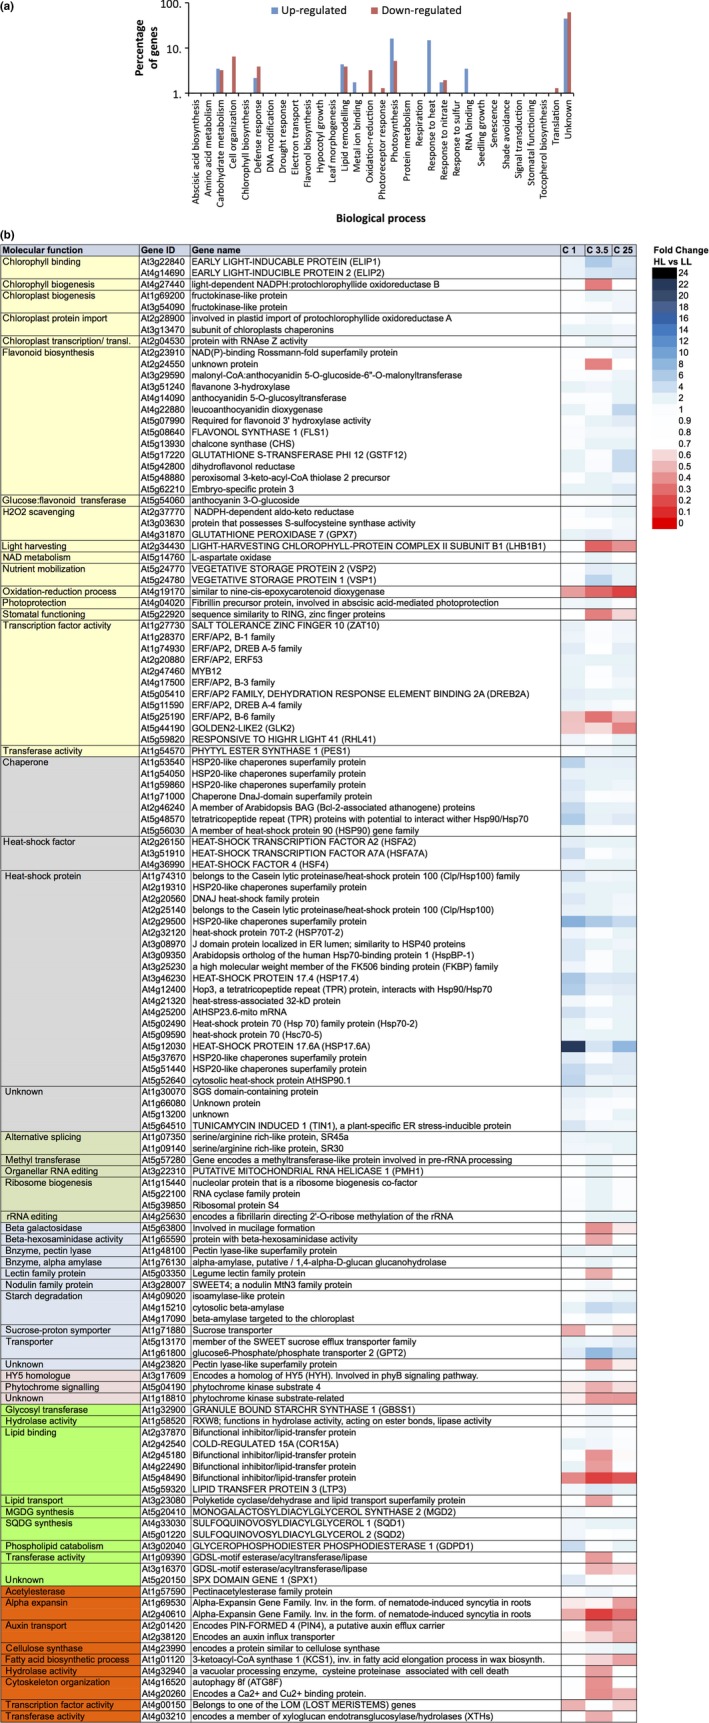
Gene ontology and functional annotation of Arabidopsis Col‐0 rosette genes showing time‐point‐specific transcriptional response upon exposure to increased irradiance. (a) Gene ontology enrichment for biological process of Arabidopsis Col‐0 rosette genes >2 fold differentially expressed after exposure to increased irradiance (HL) when compared to low irradiance (LL) plants (control), and differentially expressed on at least two of the three tested time‐points, 1, 3.5, and 25 hr after irradiance increase; (b) Heat map presenting gene expression fold changes of genes differentially expressed in Col‐0 after exposure to increased irradiance when compared to low irradiance, control, plants, and differentially expressed between at least two of the three tested time‐points (1, 3.5, 25 hr) annotated to be involved in one of the enriched biological processes as indicated in (a): photosynthesis (yellow highlight), response to heat (gray highlight), RNA binding (olive highlight), carbohydrate metabolism (blue highlight), photoreceptor activity (pink highlight), lipid‐remodeling (light‐green highlight), and cell organization (orange highlight). For the complete list of differentially expressed genes, see Supporting Information Tables S5 and S6

### 3.4 Light response versus heat response

In order to distinguish between the direct effect on gene expression of an increase in irradiance and the indirect effect caused by the increase in temperature due to the increased irradiance, the expression of nine genes was determined using quantitative reverse transcriptase PCR (qRT‐PCR). In this set, genes were included that classified as being involved in any of the overrepresented biological processes (Figures 3, 4 and 5). Additionally, the genes were either highly differentially expressed or among the genes for which expression was correlated with Φ_PSII_. The plants were grown at either an increased irradiance, which also resulted in an increased temperature (HL), or an increased temperature (but with no increase in irradiance) (HT) and compared to plants grown under control conditions (no increased irradiance, no increased temperature; LL, LT). Plants were sampled 1 and 3.5 hr after the start of irradiance.

We investigated in qRT‐PCR two genes involved in alternative splicing *SR45a* (At1 g07350) and *SR30* (At1 g09140); two transcription factors *GLK2* (At5 g44190) and *DREB2A* (At5 g05410), three heat‐shock genes *HSFA2* (At2 g26150), *HOP3* (At4 g12400), and *CPN60BETA2* (At3 g13470); and two genes involved in lipid‐remodeling *SPX1* (At5 g20150) and *GDPD1* (At3 g02040). Of these genes, all but *CPN60Beta2* were indeed confirmed to be responsive to increased irradiance (Figure 6), with *GLK2, SPX1, GDPD1,* and *DREB2A* to be specifically responsive to the irradiance increase and not to the temperature increase. Expression of *GLK2, SPX1, GDPD1,* and *DREB2A* was accession‐specific, with little or no response in Ts‐1. Also the four genes responsive to both the irradiance and temperature increases (*SR30, SR45a, HSFA2*, and *HOP3*) were accession‐specific, again with little or no response in Ts‐1. The accession‐specific effect was more pronounced after the irradiance increase than after the temperature increase (Figure 6).

**Figure 6:**
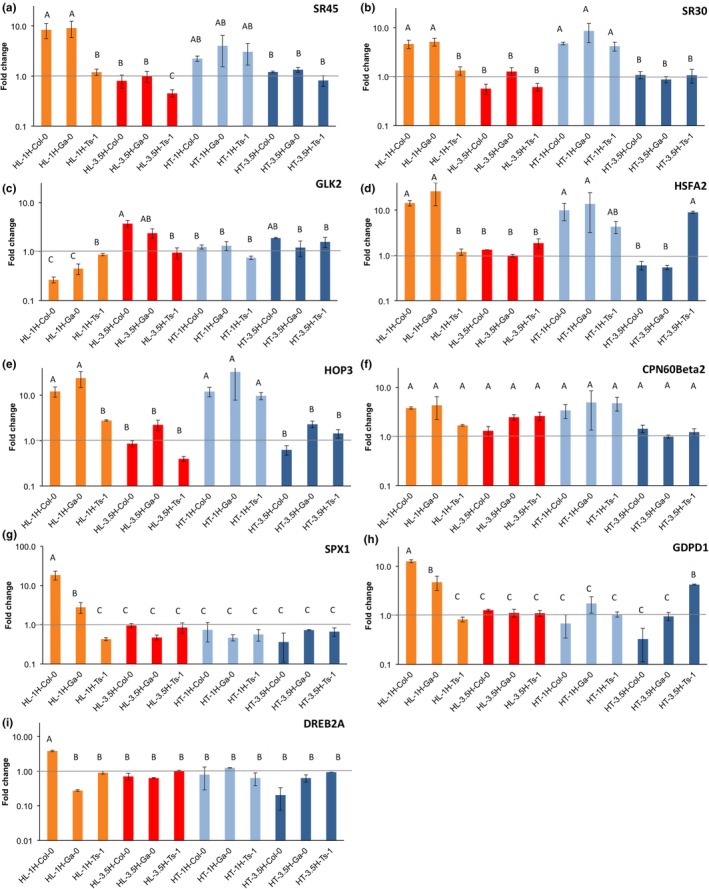
Gene expression changes in response to increased irradiance or in response to increased temperature, when compared to control conditions (no increased irradiance, no increased temperature). Gene expression differences, expressed as fold changes compared to control conditions (average ± *SE*), as determined by qRT‐PCR analysis of nine representative genes selected from Figures 3, 4, and 5, in Arabidopsis rosettes at 1 hr (1H; orange) and 3.5 hr (3.5H; red) after an irradiance increase from 100 to 550 μmol m^−2^ s^−1^ (HL), as well as 1 hr (light blue) and 3.5 hr (dark blue) after a temperature increase from 20 to 30°C (HT) in accessions Col‐0, Ga‐0 and Ts‐1. The control conditions were 100 μmol m^−2^ s^−1^ irradiance and 20°C temperature, with samples taken 1 hr after lights on. The following genes were analysed: (a) *SR45a* (At1 g07350); (b) *SR30* (At1 g09140); (c) *GLK2* (At5 g44190); (d) *HSFA2* (At2 g26150); (e) *HOP3* (At4 g12400); (f) *CPN60beta2* (At3 g13470); (g) *SPX1* (At5 g20150); (h) *GDPD1* (At3 g02040); (i) *DREB2A* (At5 g05410). Letters indicate statistically significant differences as determined by analysis of variance (*p* < 0.05)

## 4 DISCUSSION

Different natural accessions of Arabidopsis vary in their acclimation of photosynthetic efficiency (measured as Ф_PSII_) to an increase in growth irradiance (van Rooijen et al., 2015, 2017). This study has been designed to identify transcriptional response pathways that are associated with natural variation in Ф_PSII_ acclimation to an increase in growth irradiance between three Arabidopsis accessions. Average levels of growth irradiance is sensed by the plant's nuclear‐encoded photoreceptors (phytochromes) to induce appropriate photomorphogenic development, but at high levels the irradiance is sensed through plastid‐localized retrograde signaling pathways (Martin et al., 2016). This study confirms some of the known transcriptional response pathways to increased irradiance (Figure 7a), and it identifies a transcriptional response pathway involved in lipid‐remodeling to be up‐regulated after irradiance increase.

**Figure 7:**
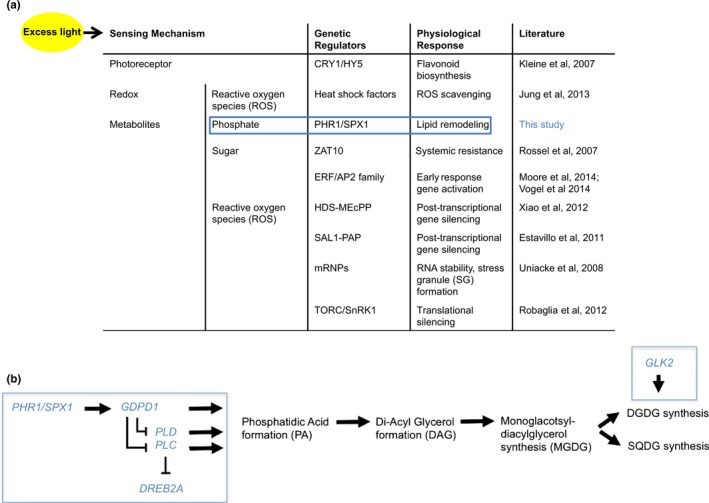
Summary table, incorporating lipid‐remodeling as an additional response pathway to the known signal transduction pathways leading to transcriptional responses upon increased irradiance (a); and a schematic model (b) representing the newly proposed lipid‐remodeling signal transduction pathway. Several genes of this pathway (*SPX1, GDPD1, DREB2A, GLK2*; in blue boxes) were found to be up‐regulated in response to increased irradiance. The processes they influence are indicated in black. CRY1 = CRYPTOCHROME 1; HY5 = LONG HYPOCOTYL 5; PHR1 = PHOSPHATE STARVATION RESPONSE 1; ZAT10 = SALT TOLERANCE ZINC FINGER 10; ERF/AP2 = ETHYLENE RESPONSE FACTOR/APETALA2; SPX1 = SYG1, PHO81, AND XPR1 HOMOLOGUE 1; GDPD1 = GLYCEROPHOSPHO‐DIESTER‐PHOSPHO‐DIESTERASE1; PLD = PHOSPHOLIPASE D; PLC = PHOSPHOLIPASE C; DREB2A = DEHYDRATION RESPONSE ELEMENT BINDING PROTEIN 2A; DGDG = DIGALACTOSYL DIACYLGLYCEROL; SQDG = SULFOQUINOVOSYL DIACYLGLYCEROL; GLK2 = GOLDEN‐LIKE 2

### 4.1 Expression variation in lipid‐remodeling genes associates with natural variation in photosynthesis response to increased irradiance

Gene ontology enrichment analysis of the accession‐specific responsive genes reveals lipid‐remodeling as a physiological response prevalent after irradiance increase (Figure 7a). 

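The 10 genes that Table S3 classes as lipid-remodeling responded more strongly in Col-0 than in Ga-0 (limma's fry, adjusted p = 2.2e-08 over 6 tests) and than in Ts-1 (adjusted p = 9.3e-07). The median log2 differences were 0.87 and 0.65. For Ga-0 minus Ts-1 the median difference was -0.20 (limma's fry, adjusted p = 0.067). The list was chosen by the study on these arrays and is not independent evidence. With camera and its preset correlation, Ga-0 and Ts-1 differed as well, with an unadjusted p of 0.0011 (range over the alternatives 0.0011 to 0.15), a call that held neither under fry nor with an estimated correlation.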

Closer analysis of these “lipid‐remodeling” irradiance responsive genes reveals that especially genes involved in phosphate‐dependent lipid‐remodeling are accession‐specifically up‐regulated upon the irradiance increase (Figures 4 and 5). Phosphate is an essential cofactor for photosynthesis and after an irradiance increase there is an increase in the pool size of phosphorylated intermediates accompanying the increased assimilation rate, requiring that more inorganic phosphate (Pi) be made available (Badger, Sharkey, & von Caemmerer, 1984; Caemmerer & Edmondson, 1986; Sivak & Walker, 1988; Walker & Sivak, 1986). A decrease in Pi such as occurs in end‐product (or sink) limitation of photosynthesis, is associated with an overall decrease in assimilation rate (Paul & Foyer, 2001; Williams, 1998). Overall, therefore, photosynthesis, cytosolic sugar metabolism, and phosphate are interconnected (Stitt, 1991). In addition, phosphate deficiency responsive genes are shown to be sugar inducible (Müller, Morant, Jarmer, Nilsson, & Hamborg Nielsen, 2007). This transcriptional correlation is thought to be important for either (a) maintenance of the ratio of available Pi and carbon by reducing the cellular sucrose content via galactolipid synthesis; or (b) for the supply of galactolipids as components of the plasma membrane to support enhance growth under sucrose supplementation (Murakawa et al., 2014). Neither Müller et al. (2007) nor Murakawa et al. (2014) have found a link between increased irradiance, photosynthetic acclimation, and phosphate deficiency. This study implicates that increased expression of phosphate‐deficiency‐initiated lipid‐remodeling genes (for the synthesis of galactolipids) in the response to an irradiance increase is a way to provide the extra Pi needed for the up‐regulation of photosynthetic and downstream carbohydrate (sucrose) metabolism (Figures 4 and 5). When comparing the three accessions (Figure 4b) the lipid‐remodeling genes are most up‐regulated in Col‐0, suggesting genetic variation in this response, associated with the variation in photosynthetic efficiency response to increased irradiance. 

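All 10 lipid-remodeling genes were called up-regulated in Col-0 in limma, 3 in Ga-0 and 6 in Ts-1, where 1 was down-regulated. The mean log2 fold-change of the list was 1.31 in Col-0, 0.32 in Ga-0 and 0.46 in Ts-1. The replicate SD of the list mean in HL was 0.21, 0.15 and 0.12 in the same order (n = 3). In each accession the exact permutation test on the list mean gave a two-sided p = 0.1, the smallest that 3 arrays against 3 allow.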

An earlier genome‐wide association study (GWAS) among 344 Arabidopsis accession for the photosynthetic response to the same increase in irradiance confirms a role for lipid‐remodeling in photosynthetic acclimation, as the GWAS associated genomic variation in *DGD1 SUPRESSOR 1* (*DGS1*; At5 g12290) with phenotypic variation in the photosynthetic efficiency response (van Rooijen et al., 2017). *DGS1* encodes a mitochondrial outer membrane protein involved in galactolipid biosynthesis. 

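DGS1 (At5g12290) changed by 0.09 on the log2 scale in Col-0 at 1 hr, -0.10 in Ga-0 and 0.10 in Ts-1, with standard errors of 0.08 and limma adjusted p values of 0.69, 0.66 and 0.66. In Col-0 it changed by 0.06 at 3.5 hr (limma adjusted p = 0.73) and -0.09 at 25 hr (adjusted p = 0.57).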

The expression of *DGS1* is not responsive to increased irradiance, suggesting that the genomic association found in the GWAS acts on the post‐transcriptional level rather than on the transcriptional level. However, the fact that GWAS identifies a gene that is involved in phosphate‐dependent lipid remodeling strengthens the observation that variation in lipid‐remodeling genes (either genomic or expression‐based) causes natural variation in the photosynthesis efficiency response to increased irradiance.

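SPX1 (At5g20150) rose by 2.10 on the log2 scale in Col-0 at 1 hr (standard error 0.17, limma adjusted p = 1e-10), with the power of 10 of the paper's tables. It rose by 0.98 in Ts-1 (limma adjusted p = 0.00018) and by 0.37 in Ga-0 (adjusted p = 0.27). The response in Col-0 exceeded that in Ga-0 by 1.73 (limma adjusted p = 0.00041) and that in Ts-1 by 1.12 (adjusted p = 0.023).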

One differentially up‐regulated lipid‐remodeling gene in the present study is *SPX1*, characterized before to be involved in phosphate deficiency response and lipid‐remodeling (Puga et al., 2014). SPX1 shares the SPX domain with yeast inorganic phosphate (Pi) sensors and plant Pi starvation signaling proteins, and is a phosphate‐dependent inhibitor of the PHOSPHATE STARVATION RESPONSE 1 (PHR1) transcription factor (Puga et al., 2014). *SPX1* is functionally redundant with *SPX2*, also found to be accession‐specifically up‐regulated in this study (Figure 4). 

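SPX2 (At2g26660) rose by 0.89 on the log2 scale in Col-0 (standard error 0.08, limma adjusted p = 8.2e-10), by 0.55 in Ts-1 (adjusted p = 8.9e-06) and by 0.24 in Ga-0 (adjusted p = 0.073). Without replicate 1 of the Ga-0 HL group the Ga-0 limma adjusted p was 0.044 (range over the alternatives 0.044 to 0.33). The response in Col-0 exceeded that in Ga-0 by 0.65 (limma adjusted p = 0.0039).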

The physical interaction between SPX1/SPX2 and PHR1 is reduced in the absence of inorganic phosphate (Pi), leading to transcription of many Pi‐starvation induced genes by PHR1. As *SPX1/2* expression itself depends on PHR1, the SPX1/2‐PHR1 interaction results in a regulatory negative feedback loop (Bustos et al., 2010; Puga et al., 2014). This means the increased expression of *SPX1/2* we observe is likely to be the consequence of a release of activated PHR1 protein, which can then induce the expression of Pi‐starvation responsive genes, including the build‐up of the negative regulator SPX1/2 itself to modulate the expression of the Pi‐starvation genes again upon increased Pi availability. Initially transcription of *PHR1* itself would not need to change as long as sufficient PHR1 is activated to initiate the Pi‐starvation response. *SPX1* is up‐regulated in Col‐0 and, to a lesser extent, in Ga‐0, but not in Ts‐1, 1 hr after the irradiance increase, and not in response to the temperature increase (Figure 6g). Rossel et al. (2002), who exposed Col‐0 plants to increased irradiance filtered to reduce the near‐infrared irradiation, also noticed the induction of *SPX1*, providing additional evidence that this gene, and the Pi‐response pathway it controls, is involved in the response to increase irradiation and not the parallel temperature increase. This is consistent with the proposed role of phospholipid‐remodeling to provide additional Pi to accommodate increased photosynthesis and sugar assimilation synthesis. For a subset of the genotypes used in this study an irradiance of 550 μmol m^−2^ s^−1^ is just saturating (van Rooijen et al., 2015) and the experiments were conducted in normal air. Given that plants used were not cold‐stressed or otherwise treated in a way that would lead to sink‐limitation of photosynthesis, it is unexpected that they would develop phosphate limitation during the experiment – this is normally only encountered as triose‐phosphate limited photosynthesis at high irradiances and carbon dioxide concentrations during, for example, A/Ci curves (Yang, Preiser, Li, Weise, & Sharkey, 2016). It seems possible, therefore, that the activation of metabolism that releases Pi might be more of a pre‐emptive response for the prospective increase in assimilation that will result from acclimation to increased irradiance. Besides *SPX1* and *SPX2*, other lipid‐remodeling genes found in this study to be responsive to increased irradiance have also been found by Puga et al. (2014), who compared the transcriptome of Pi‐deficiency treated plants with that of control plants. Among these overlapping genes are *GDPD1*,* SQD2,* and *MGD2*, involved in galactolipid biosynthesis (Figure 4). This suggests that the increased irradiance causes an as yet unidentified Pi‐limitation in the plant, that can be considered as a preparation for the increase in assimilation for what will develop over the coming days (van Rooijen et al., 2015). 

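SQD2 (At5g01220) rose by 1.22 on the log2 scale in Col-0 (limma adjusted p = 2.3e-10), 0.19 in Ga-0 (adjusted p = 0.37) and 0.54 in Ts-1 (adjusted p = 0.00056) at 1 hr. MGD2 (At5g20410) rose by 1.15 in Col-0 (limma adjusted p = 5.7e-09), 0.24 in Ga-0 (adjusted p = 0.27) and 0.75 in Ts-1 (adjusted p = 1.8e-05). Both responses differed between Col-0 and Ga-0, by 1.03 and 0.91 (limma adjusted p = 0.00041 and 0.0041).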

Considering the differential expression of these genes between the three accessions it is likely that this preparation contributes to the phenotypic variation we observed in the response to increased irradiance in Arabidopsis (Figure 1a). The response of lipid‐remodeling genes to increased irradiance led us to propose a new sensing mechanism and signal transduction pathway leading to photosynthetic acclimation response, in addition to the already described pathways (Figure 7).

### 4.2 The lipid‐remodeling pathway

Three lipid‐remodeling pathways are known to release of Pi from phospholipids during Pi deficiency (Ruelland et al., 2015). Two of these, phospholipid‐remodeling into galactolipids through the generation of phosphatidic acid (PA) by phospholipase C (first route) or phospholipase D (second route), have been extensively studied in connection to phosphate deficiency responses (Gaude, Nakamura, Scheible, Ohta, & Dörmann, 2008; Nakamura et al., 2009). We do not find either of them to respond to increased irradiance, although they are known to repress expression of the transcription factor *DREB2A* (Figure 7; (Ruelland, Djafi, & Zachowski, 2013)). 

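The 7 genes named PLC had a median log2 fold-change of 0.10 in Col-0 at 1 hr, with a range of -0.08 to 0.15 that lies inside the fold limit. Of the 11 genes named PLD, 1 was called up-regulated there, PLDALPHA2 (0.55, limma adjusted p = 0.0013), and the median was 0.05. Of the 6 genes named NPC, 1 was called up-regulated, NPC3 (0.91, limma adjusted p = 1.6e-06). PLDALPHA2 and NPC3 were named after their values were seen. In Ga-0 and Ts-1 the PLC medians were -0.06 and -0.12, with 0 of the 7 genes above 0 in either. In Col-0 at 3.5 hr, 1 PLC gene was called down-regulated. As sets in Col-0 at 1 hr, all towards up-regulation, limma's fry gave adjusted p values of 0.041 for PLC, 0.013 for PLD and 0.011 for NPC. These calls rest on single replicate numbers, since the unadjusted p was 0.38 for PLC without replicate 2 and 0.16 without replicate 3 (range over the alternatives 0.0013 to 0.38), 0.093 for PLD without replicate 3 (range over the alternatives 0.0052 to 0.093) and 0.13 for NPC without replicate 1 (range over the alternatives 0.0029 to 0.13).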

The activation of the GDPD pathway (third route), as a result of Pi limitation, probably outcompetes the PLC pathway, leading to reduced PLC‐mediated repression of *DREB2A*. The third route is mediated through *GLYCEROPHOSPHO‐DIESTER‐PHOSPHO‐DIESTERASE1* (*GDPD1*), a gene known to become expressed in response to phosphate limitation (Cheng et al., 2011). The promoters of all *GDPD* genes contain Pi deficiency response elements, recognized by the PHR1 transcription factor, to initiate transcription (Cheng et al., 2011). The *GDPD* family in Arabidopsis consists of 13 genes, of which *GDPD1* is the major one involved in hydrolyzing glycerophosphodiesters during Pi starvation (Cheng et al., 2011). In all accessions we found *GDPD1* to be up‐regulated upon increased irradiance at 1 hr after the switch to an increased irradiance (Figures 4b and 5b). 

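GDPD1 (At3g02040) rose by 2.71 on the log2 scale in Col-0 (standard error 0.15, limma adjusted p = 1.9e-14), 1.18 in Ga-0 (adjusted p = 2.5e-06) and 1.37 in Ts-1 (adjusted p = 1.4e-07) at 1 hr. The Col-0 change takes its power of 10 from the paper's tables. Its response in Col-0 exceeded that in Ga-0 by 1.53 (limma adjusted p = 0.00041) and that in Ts-1 by 1.34 (adjusted p = 0.0019). In Col-0 the change was -0.05 at 3.5 hr and 0.88 at 25 hr. Of the 6 genes named GDPD, 2 were called up-regulated in Col-0 at 1 hr, with a median of 0.27, and limma's fry gave an adjusted p = 1.5e-08. This rests on the placing of GDPD1, since with the smallest change for every gene limma's fry gave an unadjusted p of 0.18.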

To release Pi from phospholipids, the phospholipids are first converted into glycerophophodiesters and then hydrolyzed into glycerol‐3‐phosphate (G‐3‐P) by glycerophospho‐diester‐phospho‐diesterase GDPD1. It is unknown how Pi is released from G‐3‐P in Pi‐starved plants, but this most likely occurs via the de novo synthesis of digalactosyl diacylglycerol (DGDG) and sulfoquinovosyl diacylglycerol (SQDG) (Cheng et al., 2011). In this pathway, G‐3‐P is first converted into phosphatidic acid (PA) and Pi is released in the subsequent conversion of PA into diacylglycerol (DAG) by phosphatidic acid phosphohydrolase (PAH), (Nakamura et al., 2009). DAG is the direct substrate for synthesis of either monogalactosyl diacylglycerol (MGDG; by MONOGALACTOSYLDIACYLGLYCEROL SYNTHASE 1 (MGD1)*,* MGD2 and MGD3), digalactosyl diacylglycerol (DGDG; by DIGALACTOSYL DIACYLGLYCEROL SYNTHASE 1 (DGD1) and DGD2), or SULFOQUINOVOSYL DIACYLGLYCEROL (SQDG; by SULFOQUINOVOSYL DIACYLGLYCEROL SYNTHASE 1 (SQD1) and SQD2), where MGDG is the precursor of both DGDG and SQDG (Figure 7b). MGDG, DGDG, and SQDG are bilayer‐forming galactolipids, important for the integrity of the photosynthetic membrane and of the chloroplast protein‐import apparatus (Chen & Li, 1998; Kansy, Wilhelm, & Goss, 2014). DGDG is known to replace phospholipids in membranes in phosphate‐limited conditions (Härtel, Dörmann, & Benning, 2000). Mutation of the *GDPD1* gene has no effect on the DGDG content, and the effect on the SQDG content is not known (Cheng et al., 2011). 

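DGD1 (At3g11670) rose by 0.51 on the log2 scale in Col-0 at 1 hr (standard error 0.10, limma adjusted p = 0.00055), past both limits, and by 0.09 in Ga-0 and 0.18 in Ts-1, within them. The Col-0 change is 1.42-fold, close to the 1.4-fold limit. With 1 array left out it ranged from 0.43 to 0.57, and the lower end is inside the fold limit. DGD2 (At4g00550) changed by 0.25 in Col-0 (limma adjusted p = 0.067), -0.05 in Ga-0 and 0.12 in Ts-1. SQD1 (At4g33030) rose by 1.21 in Col-0 (limma adjusted p = 1.2e-12), 0.49 in Ga-0 and 0.70 in Ts-1. In Col-0 SQD1 was also called at 3.5 hr (0.54) and 25 hr (0.72).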

We do not observe induced transcription of *DGD1* and *DGD2* in response to the increase in irradiance, but transcription of both *SQD1* and *SQD2* is up‐regulated in Col‐0, comparable to the induction of *SPX1* and *GDPD1* (Figures 4b and 5b). This suggests that at least part of the release of Pi, which is needed to deal the incipient phosphate‐limited conditions at increased irradiance, is mediated through SQDG synthesis.

The expression of lipid‐remodeling genes, normally regulated by the SPX1/2‐controlled PHR1 transcription factor, are induced within 1 hr after irradiance increase. 

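PHR1 (At4g28610) itself fell by 0.33 on the log2 scale in Col-0 at 1 hr (standard error 0.07, limma adjusted p = 0.0029), less than the fold limit. MGD3 (At2g11810) rose by 0.71 in Col-0 (limma adjusted p = 4e-07), with 0.06 in Ga-0 and 0.09 in Ts-1, and MGD1 (At4g31780) changed by -0.10 in Col-0 (adjusted p = 0.58). From the induction of lipid-remodeling genes and the control of PHR1 by SPX1 and SPX2, the paper proposes a signalling route from the irradiance increase to photosynthetic acclimation.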

We notice an interesting expression pattern for another transcription factor gene known to have a role in photosynthesis: *GOLDEN2‐LIKE 2* (*GLK2*). Transcription of *GLK2* is down‐regulated at 1 hr after the irradiance increase, but is induced after 3.5 hr (Figure 6). Golden2‐like transcription factors (GLK) regulate nuclear genes involved in chlorophyll biosynthesis and are required for the development of photosynthetic proteins in chloroplasts (Chen et al., 2016; Wang et al., 2017; Waters et al., 2009). GLK2 is also a pivotal regulator of *DGD1* transcription, which encodes the key enzyme for DGDG synthesis (Kobayashi et al., 2014). The expression profile of *GLK2* (Figure 6c) implies that GLK2‐induced DGDG replacement of phospholipids is activated only after 3.5 hr of excess light, following the initial induction of *SPX1/2* and *GDPD1*, after 1 hr. We therefore hypothesize that the preference for SQDG (over DGDG) for lipid‐remodeling of photosynthetic membranes in response to irradiance increase is mediated by reduced DGDG synthesis as result of decreased *GLK2* expression.

### 4.3 Expression variation in heat‐shock factors associates with natural variation in photosynthesis response to increased irradiance

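Over whole families named by symbol, 17 of 29 HSP genes and 5 of 20 HSF genes were called up-regulated in Col-0 at 1 hr in limma. Their median log2 fold-changes were 0.61 and 0.12, and limma's fry gave adjusted p values of 1.8e-14 and 6.8e-11. At 3.5 hr 13 HSP and 3 HSF genes were called, and at 25 hr 16 and 4.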

The core set of transcriptionally responsive genes is enriched for genes involved in photosynthesis, but also for heat‐shock response and signaling through transcriptional response (“RNA binding”; Figure 3a). Leaf temperature is the result of the balance of different heat flows to and from the leaf (Nobel, 2005). An increase in irradiance represents an increase in the short‐wave radiation flow to the leaf which tends to increase leaf temperature, but the increase in assimilation it produces results in an increase in stomatal conductance and thus transpiration, resulting in a latent heat flux from the leaf which tends to cool it. Whether the warming or the cooling effect associated with an increase in photosynthetically active irradiance will dominate will depend on the spectral distribution of the radiation, the boundary layer and stomatal conductances, and the vapor pressure deficit between the leaf air space and the mixed air around the leaf. In a controlled environment room with limited air movement (and thus a low boundary layer conductance) a temperature increase will nearly always parallel an irradiance increase, and temperature changes produce their own transcriptome changes. In the field, however, transpirative cooling can lower leaf temperature below air temperature (Larcher, 1995). The transcriptome changes provoked by an irradiance increase can actually be due to the temperature increase rather than the photochemical (photosynthetic and photoreceptor) changes resulting from a higher irradiance (Swindell et al., 2007), explaining the core responsiveness of heat‐shock factors.

It is possible to separate the photosynthetic and photoreceptor‐based effects of an irradiance increase from the temperature‐based effect. This can be achieved by using heat filters to block the (near) infrared light that is responsible for part of the temperature increase (Rossel et al., 2002), or by running parallel experiments with an irradiance increase and an accompanying temperature increase alongside a temperature increase only. In this study, we use the latter approach and find that the induction of expression of several heat‐shock response genes is mostly heat responsive and not specific for the irradiance increase, as they are also induced upon a temperature increase only. The expression of the *HSFA2* and *HOP3* genes is determined in more detail (Figure 6d,e). *HSF2A* encodes a Heat‐shock transcription factor associated with photosynthesis acclimation through the ascorbate peroxidase pathway (Jung et al., 2013; Nishizawa et al., 2006). *HOP3* (*HSP70‐HSP90 ORGANIZING PROTEIN3*), encodes a tetratricopeptide repeat protein that acts as a chaperone in the interaction with HSP70 and HSP90 to assist in the import of photosynthetic pre‐proteins synthesized outside the chloroplast. It also regulates the stress response of the endoplasmic reticulum (Fellerer, Schweiger, Schöngruber, Soll, & Schwenkert, 2011; Fernández‐Bautista, Fernández‐Calvino, Muñoz, & Castellano, 2017). Both *HSFA2* and *HOP3* are induced in Ga‐0 and Col‐0, but only at 1 hr, and no longer at 3.5 hr, after the increase in irradiance and they are induced in all three accessions after the increase in temperature (Figure 6). Although out of all induced heat response genes (Figures 3, 4, 5) we only confirm the heat‐induced transcriptional response for these two known heat response associated genes (Figure 6), it is likely to be the general pattern that their induction of expression is mainly in response to the increase in temperature that in our case accompanied the increase in irradiance (note that an increase in irradiance can result in leaf cooling due to the increase in transpiration). This does not mean that this response is unimportant for the acclimation to increased irradiance if this is accompanied by a temperature increase. In this respect it is important to note that the strong induction of heat‐shock response genes in Col‐0 and Ga‐0 in response to increase in irradiance is not seen in Ts‐1, which correlates well with the differences in photosynthesis efficiency between Ts‐1, Col‐0 and Ga‐0 (Figure 1a). These observations lead us to conclude that the expression response of heat‐shock genes might influence the degree in which photosynthetic light‐use efficiency is affected in response to increased irradiance, and which, on longer time scale, might also affect the photosynthetic acclimation.

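Of the 45 genes that Tables S1, S3 and S5 class as response to heat, 43 were called up-regulated in limma in Col-0, 43 in Ga-0 and 40 in Ts-1. The mean log2 fold-change of the list was 2.01, 1.93 and 1.60. The replicate SD of the list mean in HL was 0.08, 0.06 and 0.02 (n = 3). In limma's fry test of the difference in response, Col-0 exceeded Ts-1 by a median of 0.41 on the log2 scale (adjusted p = 0.0013) and Ga-0 exceeded Ts-1 by 0.33 (adjusted p = 0.0054). Between Col-0 and Ga-0 the median difference was 0.05 (limma's fry, adjusted p = 0.47). With camera and its preset correlation, Col-0 and Ga-0 differed, with an unadjusted p of 0.02 (range over the alternatives 0.02 to 0.81). That call held neither under fry nor with an estimated correlation. Without replicate 3 the difference between Ga-0 and Ts-1 had an unadjusted fry p of 0.097 (range over the alternatives 7.1e-18 to 0.14). The list was chosen by the study on these arrays and is not independent evidence, and its changes beyond 3.16-fold rest on the powers of 10 of the tables. With the smallest change taken for every gene, a setting chosen after the values were seen, the unadjusted fry p was 0.19 for Col-0 against Ts-1 and 0.14 for Ga-0 against Ts-1, both in the opposite direction. The paper states that the heat-shock responses correlate with the differences in photosynthesis efficiency.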

### 4.4 Expression variation in ERF/AP2 transcription factors associates with natural variation in photosynthesis response to increased irradiance

Looking further among the core responsive genes, several members of the ERF/AP2 transcription factor family are found. 

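DREB2A, ERF53 and At4g28140 were called up-regulated in limma in every comparison, and ESE3 and At5g07580 down-regulated. At4g28140, named after its values were seen, rose by 1.30 on the log2 scale in Col-0 at 1 hr (limma adjusted p = 9.2e-08), 1.59 in Ga-0 and 0.82 in Ts-1.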

The ERF/AP2 transcription factor family is known to sense and signal the response to changed metabolite levels resulting from increased irradiance levels; members of this family have been found before as regulators of early downstream targets in the acclimation response to high light (Alsharafa et al., 2014; Moore, Vogel, & Dietz, 2014). They are induced by the transcription factor ZAT10 (Alsharafa et al., 2014; Nguyen et al., 2012), which functions to initiate a systemic acclimation response to excess light (Munekage, Inoue, Yoneda, & Yokota, 2015; Rossel et al., 2007). *ZAT10* transcription is also up‐regulated in our study (Figure 5b).

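ZAT10 (At1g27730) rose by 1.66 on the log2 scale in Col-0 at 1 hr (standard error 0.28, limma adjusted p = 9.8e-05) and by 1.25 at 25 hr (adjusted p = 0.0014), but changed by 0.12 at 3.5 hr (adjusted p = 0.85). The powers of 10 in Col-0 are those of the paper's tables. The difference in response between 1 and 3.5 hr was 1.53 (limma adjusted p = 0.009). In Ga-0 it changed by 0.32 (limma adjusted p = 0.66) and in Ts-1 by 0.99 (adjusted p = 0.025). The Ts-1 call rests on single arrays, since limma's adjusted p was 0.11 and 0.058 without replicate 1 or 2 of the HL group and 0.16 and 0.095 without replicate 1 or 2 of the LL group (range over the alternatives 0.0074 to 0.16).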

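In Col-0, DREB2A rose by 0.51 on the log2 scale at 3.5 hr (limma adjusted p = 0.0013) and by 0.55 at 25 hr (adjusted p = 0.00079). The response at 1 hr exceeded that at 25 hr by 1.32 (limma adjusted p = 4.1e-06), with the power of 10 at 1 hr taken from Table S1. The response in Col-0 minus that in Ts-1 was -0.08 (limma adjusted p = 0.9).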

Among the irradiance responsive ERF/AP2 TFs, *DREB2A* stands out because its degree of up‐regulation is accession‐specific but not time‐specific, and its expression correlates (negatively) with the variation in photosynthetic efficiency between the accessions (Supporting Information Tables S1 and S2). The expression of *DREB2A* is specifically responsive to increased irradiance and not to increased temperature (Figure 6). *DREB2A* encodes a transcription factor belonging to the ERF/AP2‐type transcription factor family, binding to drought responsive elements (DREs) in the promoters of transcriptional target genes. *DREB2A* is known as a key regulator of drought response (Sakuma, Maruyama, Osakabe, et al., 2006), though it is also known to be activated in response to heat stress (Sakuma, Maruyama, Qin, et al., 2006), as well as increased irradiance (Rossel et al., 2002). *DREB2A* is transcriptionally up‐regulated 1 hr after irradiance increase, only in Col‐0 (Figure 6i), suggesting an accession‐specific involvement of DREB2A in regulating the photosynthesis response to irradiance increase in Arabidopsis, probably through the SPX1/PHR1‐mediated response pathway acting on lipid remodeling (Figure 7b). 

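ERF53 rose by 1.51 on the log2 scale in Col-0 at 1 hr (limma adjusted p = 4.2e-10), 1.32 in Ga-0 (adjusted p = 1e-08) and 0.75 in Ts-1 (adjusted p = 0.00017), with standard errors of 0.13. The response in Col-0 minus that in Ga-0 was 0.19 (limma adjusted p = 0.85).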

DREB2A is not the only ERF/AP2 transcription factor of which its expression correlates with photosynthetic efficiency response; also *ERF53* correlated, although in positive direction (Supporting Information Table S3). ERF53 is heat responsive and regulates stomatal movement (Hsieh, Cheng, & Lin, 2013).

### 4.5 Expression variation in alternative splicing factors associates with natural variation in photosynthesis response to increased irradiance

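SR45a (At1g07350) rose by 1.41 on the log2 scale in Col-0 (standard error 0.09, limma adjusted p = 9.7e-14), 1.78 in Ga-0 (adjusted p = 4.2e-16) and 1.23 in Ts-1 (adjusted p = 5e-12) at 1 hr. The power of 10 in Ga-0 is that of the paper's tables.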

Another core responsive gene for which the degree of up‐regulation is accession‐specific, but not time‐specific, and for which the expression correlates (positively) with the variation in photosynthetic efficiency encodes the alternative splicing factor SR45 (Supporting Information Tables S1 and S3). SR45a is a protein involved in stress‐induced alternative splicing (Sakuma, Maruyama, Qin, et al., 2006; Yoshimura et al., 2011). Expression of *SR45A* is responsive to both heat and light (Figure 6). Not only *SR45A*, but also another serine/arginine‐rich protein (SR) gene, *SR30*, is found to be up‐regulated in response to increased irradiance, and both respond most strongly 3.5 hr after the irradiance increase (Figure 5). Both genes were initially classified as members of the serine/arginine‐rich protein family (Tanabe, Yoshimura, Kimura, Yabuta, & Shigeoka, 2007), however, a rational and consistent nomenclature for SR protein splicing factors excluded SR45a from the serine/arginine rich protein family, based on its sufficiently different protein sequence (Barta, Kalyna, & Reddy, 2010). Nevertheless, despite the sequence differences, later experimentation proved SR45a to function in stress‐induced alternative splicing (Yoshimura et al., 2011). Both *SR30* and *SR45a* are up‐regulated in response to high light stress (Rossel et al., 2002; Tanabe et al., 2007). 

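In Col-0, SR45a rose by 0.80 on the log2 scale at 3.5 hr (limma adjusted p = 1.2e-08) and by 0.66 at 25 hr (adjusted p = 9.2e-07), both less than at 1 hr. SR30 (At1g09140) rose by 1.24 at 1 hr (limma adjusted p = 9.1e-13), 1.20 at 3.5 hr (adjusted p = 1.3e-12) and 0.74 at 25 hr (adjusted p = 6.5e-08). The SR30 responses at 1 and 3.5 hr differed by 0.04 (limma adjusted p = 0.91), less than the standard error of 0.12.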

No obvious aberrant phenotype has been observed for the *sr45a* mutant (Yoshimura et al., 2011). The *SR30* gene has so far not been investigated in great detail, but the similarity in gene expression profile (Figure 6b) and the similarity in subcellular localization (Mori et al., 2012) suggest that *SR45A* and *SR30* cooperate in the regulation of alternative splicing. The micro array we have used for transcript profiling does not allow the detection of alternative splicing, but expression of these genes suggests this may be affected by the increased irradiance.

## 5 CONCLUSIONS

We identify a phospholipid‐remodeling pathway as important for the acclimation to increased irradiance in Arabidopsis. This pathway starts with the SPX1‐mediated activation of the transcription factor PHR1 leading to the transcription of *GDPD1*, enhancing galactolipid biosynthesis and eventually leading to DGDG and SQDG synthesis (Figure 7b), important for the lipid‐remodeling of the photosynthetic membrane. Although the involvement of PHR1 in the response to high light had been noted (Nilsson, Lundmark, Jensen, & Nielsen, 2011), information on which subsequent steps might be involved was still lacking. We propose it involves the substitution of phospholipids by galactolipids through SQDG (preferred over DGDG) to release Pi needed for acclimating photosynthesis rates.

In addition to the up‐regulated expression of phospholipid‐remodeling pathway, we identify the up‐regulation of *SR45A* and *SR30* transcription in response to irradiance increase. These genes are involved in mediation of alternative splicing, suggesting alternative transcripts are important for the acclimation to increased irradiance, but the targets of these regulators and their roles in the acclimation process remain to be elucidated.

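At 1 hr SR30 rose by 1.03 on the log2 scale in Ga-0 (limma adjusted p = 9.8e-11) and by 0.77 in Ts-1 (adjusted p = 5.2e-08). All 3 HL arrays lay above all 3 LL arrays for SR45a and SR30 in each of the 5 comparisons, an outcome that chance gives in 10% of cases in either direction for 1 gene and comparison.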

It is known that retrograde signaling is light intensity‐dependent, as being the prevalent sensory pathway in excess light providing a mechanism for protection against photo‐oxidative damage by suppressing photomorphogenic development and minimizing tissue exposure to damaging irradiance (Martin et al., 2016; Szechynska‐Hebda & Karpinski, 2013). We have shown this correlates with natural variation in photosynthetic response to high light as in this study the lower expression of cell growth regulatory genes positively correlated with Ф_PSII_ in the different accessions (Figure 4). In addition, we have shown the correlation of carbohydrate metabolism with natural variation as the gene ontology term enriched among the accessions specific up‐regulated genes (Figure 4), shown before to act as a short‐term response to high irradiance exposure (Schmitz et al., 2014).

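Of the 3 accession-specific genes classed as cell organization, EXPA8 fell by 1.07 on the log2 scale in Col-0 (limma adjusted p = 3.5e-08), by 0.92 in Ga-0 (adjusted p = 8.8e-07) and by 0.24 in Ts-1 (adjusted p = 0.26). The EXPA8 response in Col-0 minus that in Ts-1 was -0.83 (limma adjusted p = 0.01). HAM3 (At4g00150) and At4g37180, named after their values were seen, changed by -1.02 and 0.60 in Col-0 and by -0.36 and -0.02 in Ts-1 (limma adjusted p of the difference = 0.037 and 0.033).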

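Of the 6 carbohydrate genes, 3 were called up-regulated in limma in Col-0, 1 in Ga-0 and 3 in Ts-1. Their changes ranged from -0.13 to 1.64 on the log2 scale in Col-0, -0.19 to 0.66 in Ga-0 and -0.37 to 1.01 in Ts-1.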

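The SR45a response in Col-0 minus that in Ga-0 was -0.38 on the log2 scale (limma adjusted p = 0.31), and minus that in Ts-1 it was 0.18 (adjusted p = 0.64). For SR30, Col-0 exceeded Ts-1 by 0.47 (limma adjusted p = 0.054), Ga-0 exceeded Ts-1 by 0.26 (adjusted p = 0.53) and Col-0 exceeded Ga-0 by 0.21 (adjusted p = 0.65).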

In this study, one of the expression pathways that correlate with the observed phenotypic differences in acclimation between three Arabidopsis accessions is the up‐regulation of *SR45A* and *SR30*. Second, stronger expression of heat responsive genes in the accession Ga‐0 might explain its slightly higher photosynthesis efficiency compared to Col‐0, while the absence of induced expression of heat responsive genes in Ts‐1 could partly explain its lower photosynthetic efficiency. 

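The median log2 fold-change of the 45 heat genes was 1.90 in Ga-0 and 1.56 in Ts-1, and 44 of them in Ga-0 and 45 in Ts-1 lay above 0. HSP101 (At1g74310) rose by 2.46 in Col-0, 2.42 in Ga-0 and 2.48 in Ts-1 (limma adjusted p = 1.7e-16, 2.8e-16 and 2.6e-16), with powers of 10 from the paper's tables.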

Third, the PHR‐mediated gene activation pathway, that was found in this study to play a role in response to increased irradiance, was found to be active in both Ga‐0 and Col‐0, providing an additional explanation for the higher photosynthesis efficiencies in these accessions compared to Ts‐1, in which the activation of both the heat‐shock responsive pathway as well as the PHR‐mediated pathway is absent. 

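Between Ga-0 and Ts-1, the response of SPX1 differed by -0.61 on the log2 scale (Ga-0 minus Ts-1, limma adjusted p = 0.44), that of GDPD1 by -0.19 (adjusted p = 0.88), that of SQD2 by -0.35 (adjusted p = 0.49) and that of MGD2 by -0.51 (adjusted p = 0.24). The last p was the smallest among the lipid-remodeling genes of Table S3.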

Fourth, we found a time‐specific expression response of genes involved in flavonoid/anthocyanin biosynthesis in Col‐0, correlating with a fast rise in anthocyanin content in Col‐0, compared to Ts‐1 and Ga‐0, most likely involved in scavenging of ROS. 

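Of the 13 flavonoid or anthocyanin genes, 2 were called up-regulated in limma in Ga-0 and 4 in Ts-1 at 1 hr, with medians of 0.09 and -0.09 on the log2 scale. The 4 include LDOX (At4g22880), whose Ts-1 value of 2.54 rests on the placing and is not taken as a result. The arrays of Ga-0 and Ts-1 are from 1 hr.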

As a last observation, transcription factors belonging to the ERF/AP2 family were found to be responsive to increased irradiance in all three accessions, but the specific genes of this family and the direction of the response differs between the three accessions. 

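Of the 10 ERF/AP2 genes of Tables S1 to S6, 6 were called up-regulated and 2 down-regulated in limma in Col-0 at 1 hr, 4 and 4 in Ga-0, and 3 and 3 in Ts-1. The median log2 fold-change was 0.64, 0.41 and 0.30.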

All in all, this study shows that natural variation for a complex physiological response such as photosynthetic efficiency response to increased irradiance, correlates to variation in transcriptional response of variable genes and processes. To identify the exact alleles that encode this variation will be the next challenge.

## AUTHORS’ CONTRIBUTIONS

All authors designed the study, RvR performed the experiments and analyzed the data, all authors wrote the manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Photosynthetic response to increased irradiance correlates to variation in transcriptional response of lipid‐remodeling and heat‐shock genes
**Source:** Plant Direct. 2018 Jul 10;2(7):e00069. doi: 10.1002/pld3.69
**Supplement:** Supplementary file 1

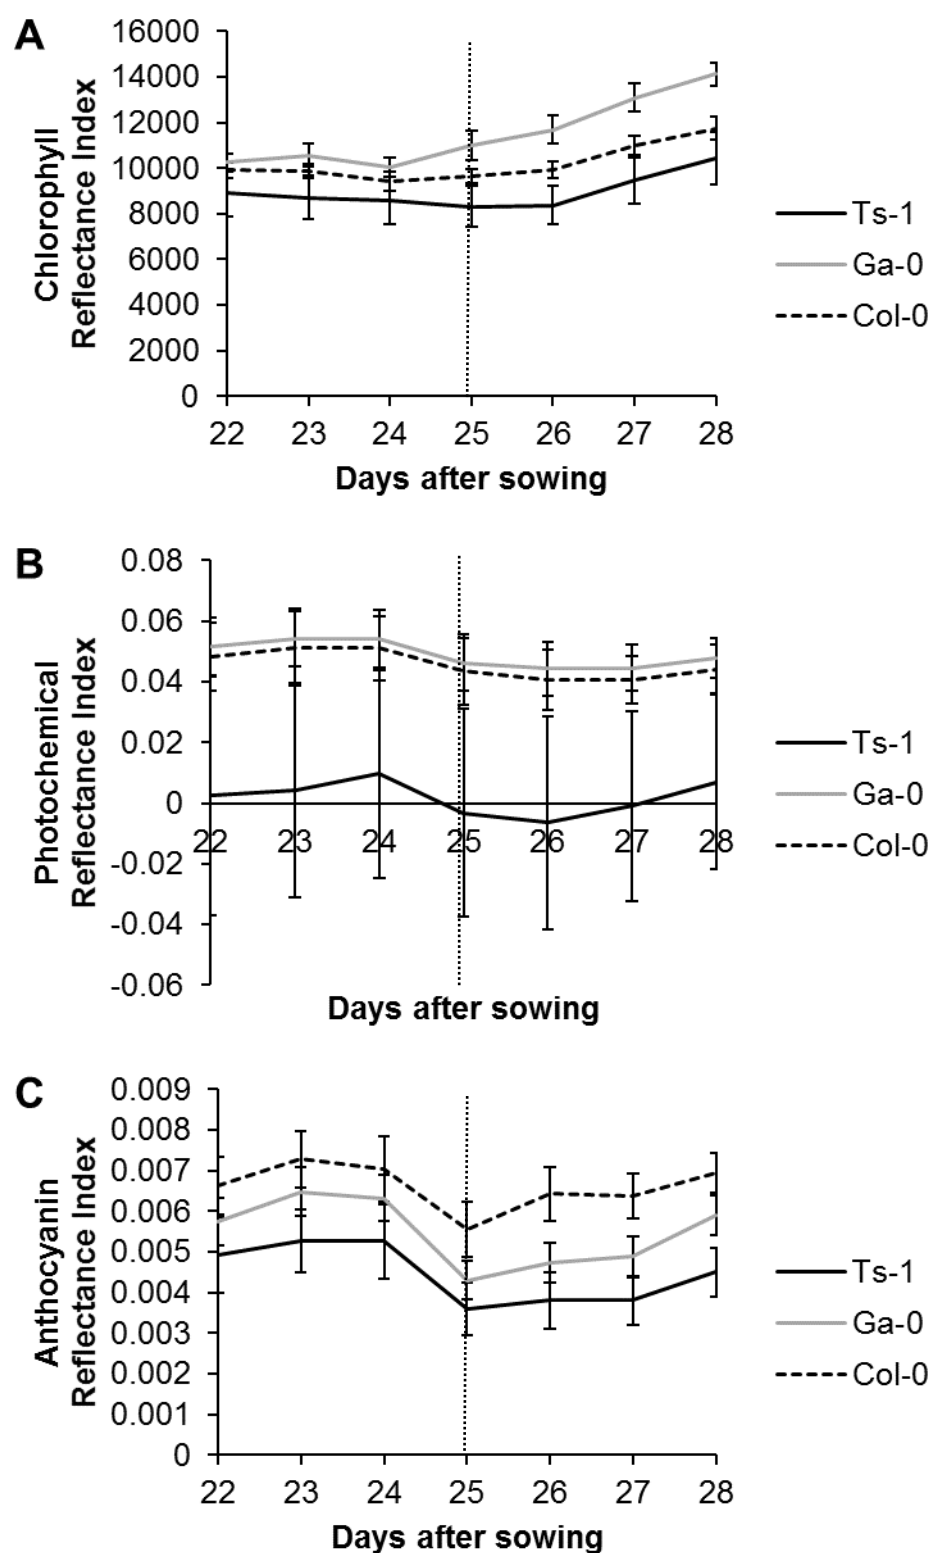

**Figure S1. The effect of genotype on chlorophyll, photochemical, and anthocyanin reflectance indices over time in response to increased irradiance in Arabidopsis.** Representative phenotypes of (A) chlorophyll reflectance index, (B) photochemical reflectance index, and (C) anthocyanin reflectance index for Arabidopsis accessions Col-0, Ga-0 and Ts-1, grown for 24 days in  $100 \mu\text{mol m}^{-2} \text{s}^{-1}$  growth irradiance and subsequently 6 days in  $550 \mu\text{mol m}^{-2} \text{s}^{-1}$  growth irradiance, measured from day 23 until day 30 after sowing, at four time-points per day.

How the deposited data were processed for this re-analysis (not part of the article)

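Whole-rosette RNA of Arabidopsis was measured on Affymetrix AraGene arrays in 11 groups of 3 arrays: Col-0, Ga-0 and Ts-1 in HL and LL at 1 hr, Col-0 in HL and LL at 3.5 and 25 hr, and Col-0 in LL at -23 hr. The groups and replicate numbers follow the sample labels and the paper's methods. The authors extracted the probe values, annotated them by locus and applied RMA with background correction, quantile normalization and summary over probes. The values that the authors deposited are linear RMA signal values reduced to their digits, without a decimal separator, for 27826 loci, of which 27720 lie on nuclear chromosomes, 92 in the mitochondrial and 14 in the plastid genome. How the separators were lost is not known.

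The planned analysis assumed log2 values, so a step to recover them was added after the values were seen. The digits were read as mantissas, and the arrays of a group were set at the powers of 10 that bring them closest together. Several rules for placing the groups relative to each other were compared by how many of the fold-changes in Tables S1 to S6 they reached. By taking the smallest change alone, 1779 listed values were reached, and 272 lie beyond 3.16-fold and cannot be. In the rule used, a listed fold-change sets its own power of 10, an unlisted comparison of a listed gene lies closest to the Col-0 1 hr change, and every other locus takes the smallest change. LL groups lie closest to Col-0 LL at 1 hr. Lying closest to Col-0 reached 477 of the 482 listed changes of Ga-0 and Ts-1. In 2 comparisons 1 replicate was moved by a power of 10 to match its table. The tables thus decided the placing of 97 loci in at least 1 comparison, and the direction and size of changes beyond 3.16-fold are the paper's there. Differences between accessions in LL beyond that limit are understated.

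Log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes without trend), with 1 mean per group over all arrays and no block, and p was adjusted by Benjamini-Hochberg over all loci within each contrast. Genes were called at an adjusted p below 0.05 and a fold-change above 1.4 or below 0.714, and time-specific genes at 2-fold. Accession- and time-specific genes had a limma interaction contrast past the limit. Sets of genes were tested with limma's fry on the interaction contrasts for the heat and lipid-remodeling lists of the paper's tables and on Col-0 at 1 hr for gene families with at least 5 members, taken by symbol as letters followed by digits. This reading of the symbols was fixed before any of their values were seen. List means were compared by exact permutation. Placing, distances and tables were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The placing and the fit were tested on simulated data.

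Genes are named where the paper's text or figures name them and a passage is about them, or where they are among the 3 largest rises or the 3 largest falls of a comparison, counting called genes whose HL arrays all lie on 1 side of the LL arrays. Of the loci, 27241 were found in the TAIR10.1 annotation. Alternatives covered the p adjustment, the fold limits, treat, the arrays in the fit, a replicate block, median centring, a robust fit, the placing of the digits, an F test, camera, the loci and measures used for distances, and each replicate left out in turn. Quantile normalization, a filter on dim loci and an empirical Bayes trend need the levels of genes and were left out. The profile of Φ_PSII_ over accessions or time-points was solved by least squares from the r values and fold-changes of the paper's tables. Gene ontology enrichment, the qRT-PCR and the Φ_PSII_ measurements were not analysed here.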

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

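Chosen only after the result was seen were the accession-specific count and the time-specific count without the loci placed by the paper's tables, the count of genes between LL days with single arrays left out, and the reading of the LL signal of the heat genes. The fry tests without members that depend on the tables were added after the values, but not their own results, were seen. A result is listed here when the difference between the responses of 2 groups was itself past the limit of limma's interaction contrast, or when it comes from a comparison that the paper does not report.

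The responses of 176 genes differed between accessions at 1 hr. Of 100 draws of permuted accession labels, the real one included, 1 called as many genes, so chance can be excluded as the source of the count. With the loci placed by the paper's tables left out 125 genes were called, which argues against the powers of 10 as the whole cause. Of the 83 pairs of gene and accessions that also differed in LL, the weaker responder had the lower LL signal in 39 (47%, exact binomial p = 0.661). Unequal match of the probes to the accessions' RNA and a difference in regulation cannot be told apart for these genes, because a share near chance decides neither way. The count rests on every replicate, since 28, 73 and 43 genes were called without replicate 1, 2 or 3. Accession, the biological explanation that the design gives, stays open.

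The lipid-remodeling list responded more in Col-0 than in Ga-0 (limma's fry, p = 3.68e-09, median log2 difference 0.87) and than in Ts-1 (p = 3.1e-07, 0.65), and 1 of 100 and 1 of 100 permutations of the accession labels gave a p as small. Over the 8 of 10 members whose powers of 10 do not depend on the tables, fry gave 4.28e-09 for Col-0 against Ga-0, which argues against the placing as the cause. Between Ga-0 and Ts-1, 14 of 100 permutations gave a p as small, so chance cannot be excluded there. Unequal match of probes was not tested for this list, and a stronger lipid response in Col-0 stays a hypothesis because the study chose the list on these arrays.

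The heat list responded less in Ts-1 than in Col-0 (limma's fry, p = 0.000627, median log2 difference 0.41) and than in Ga-0 (p = 0.00359, 0.33), and 1 of 100 and 1 of 100 permutations of the accession labels gave a p as small. Between Col-0 and Ga-0 38 of 100 did, so chance cannot be excluded for that pair. Over the 15 of 45 members whose powers of 10 do not depend on the tables, fry gave 6.63e-05 for Col-0 against Ts-1, which argues against the placing as the cause. The 14 heat genes whose smaller rise in Ts-1 than in Col-0 was past limma's limit as single genes (interaction contrast, adjusted p below 0.05) had a median LL difference of 0.01 between Ts-1 and Col-0 on the log2 scale, 7 of them lower in Ts-1, and 3506 of 10000 random lists had a median as low. A poorer match of the probes in Ts-1 and a difference in regulation cannot be told apart for these genes, because a median near 0 over genes that go both ways decides neither way. A smaller response of all genes in Ts-1 is a candidate explanation. Among the 584 other genes called in Ga-0, the median change in Ts-1 was 0.811 times that in Col-0 (range 0.787 to 0.848 with 1 replicate number left out), against 0.778 for the 43 heat genes called there (range 0.77 to 0.801). For the 337 other genes called up-regulated in Ga-0, which go the same way as the heat genes, it was 0.75 (range 0.714 to 0.784). The smaller heat response of Ts-1 is therefore not shown to be specific to heat genes. Without replicate 3, fry gave 0.097 for Ga-0 against Ts-1.

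The responses of 456 genes that changed more than 2-fold at 1 or more Col-0 time-points differed between the time-points, where the count between accessions was taken at the 1.4-fold limit. Of the genes past the 2-fold limit, 387 differed between 1 and 3.5 hr, 326 between 3.5 and 25 hr and 170 between 1 and 25 hr. Of 100 draws of permuted time labels, 1 called as many as 456, so chance can be excluded, and with the loci placed by the paper's tables left out 367 genes were called, which argues against the powers of 10 as the whole cause. A difference between harvests that acts on HL and LL unequally was not tested and stays open, beside a response that changes with the time after the irradiance increase, the biological explanation that the design gives.

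Of the 53 genes named by the rule, 17 differed between accessions in 23 interaction contrasts past limma's limit. The log2 difference is given here for 1 contrast per gene. For Col-0 minus Ga-0 it was GDPD1 1.53, MGD2 0.91, MGD3 0.65, MYBL2 1.00, SPX1 1.73, SPX2 0.65, SQD1 0.72 and SQD2 1.03. For Col-0 minus Ts-1 it was ERF53 0.75, EXPA8 -0.83, EXT3 2.53, HOP3 1.14 and SMR5 0.93. For Ga-0 minus Ts-1 it was CPN60BETA2 0.66, DREB2A -0.79, LDOX -2.91 and SR45a 0.55. EXT3 is in none of the paper's tables and its replicates lie far apart, and for LDOX the tables list neither Ga-0 nor Ts-1, so both differences rest on the placing and are not taken as results. The Ts-1 change of LDOX lies near the point where the placing would turn its direction. No single gene was tested against an explanation of its own.

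Between the Col-0 time-points, 40 of the named genes differed in 77 interaction contrasts past limma's limit. For 1 hr minus 3.5 hr the log2 difference was At4g08570 1.75, At5g19190 1.18, At5g48490 1.17, At5g57760 1.86, CDC48B 0.76, CHS -0.62, CRY1 0.47, DGD1 0.68, DGD2 0.37, DREB2A 1.36, ELIP1 -1.70, ERF53 0.81, EXPA8 1.56, GASA6 2.14, GDPD1 2.76, GPT2 -1.60, HOP3 1.41, HSFA2 1.18, HSP101 1.36, HSP17.6A 1.96, MGD2 1.42, MGD3 0.83, MYBL2 1.24, NCED3 1.10, RVE1 -0.65, SPX1 2.12, SPX2 1.16, SQD1 0.67, SQD2 1.53 and ZAT10 1.53. For 1 hr minus 25 hr it was At2g29500 1.05, ELIP2 -0.91, MBF1C 0.57, NCED4 1.31, SR30 0.50 and SR45a 0.75. For 3.5 hr minus 25 hr it was CPN60BETA2 -0.60, GLK2 0.75, HY5 0.89 and LDOX -2.49. At4g08570 is in none of the paper's tables and its replicates lie far apart, so its difference rests on the placing. For the genes of the tables, changes beyond 3.16-fold have their powers of 10 from the paper.

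Between the Col-0 LL groups at -23, 1 and 25 hr, a comparison for which the paper gives no genes, 192 genes were called. Of 100 splits of the 9 arrays, 2 called as many, so chance can be excluded. A single array lying apart is a candidate explanation for much of the count. Without replicate 2 of the -23 hr group 87 genes were called, the fewest with any of the 9 arrays left out, and the range was 87 to 208. Without replicate 2 of the 25 hr group 109 were called. With replicate number 2 left out of every group the count was 44, and with replicate number 3 left out it was 99. The day of growth, which the design gives, stays open as an explanation of the remaining genes.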

How the results depend on the processing

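Chosen only after the values were seen were the placing with the smallest change for every gene, the counts without the loci placed by the paper's tables, the robust empirical Bayes fit without a trend, and all distances other than those over the 5000 most variable loci, the root mean square distance included. The limits, the contrasts, the gene sets and the remaining alternatives were set before the data were examined. They assumed log2 values, whereas the deposited digits belong to linear values without their powers of 10. Several rules for placing them were compared by how many listed fold-changes they reached. Quantile normalization, leaving out the dimmest loci and an empirical Bayes trend were not run, because they need the levels of genes, and a mean over transcripts has no use for 1 value per locus. Signal over background is unknown for the same reason. The limits on the log2 scale and the ratio limit of 0.7 were not applied to time-specific genes, which have their own 2-fold limit.

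All 13 counts of genes stayed within 1.5 times their value with each array centred on its median and with the robust fit, all 12 with a lower ratio limit of 0.7, and both specific counts with an F test over the interaction contrasts. Median centring also kept the direction and the side of the limit of all 13 set tests, and camera with an estimated correlation did so for the 6 list tests. With limits of 1.4 and -1.4 on the log2 scale, a stricter limit by construction, the counts were 62, 111, 63, 56 and 37 in Col-0 at 1, 3.5 and 25 hr, Ga-0 and Ts-1, 78 in at least 1 accession, 29 in all 3, 37 accession-specific, 176 at 1 or more time-points, 19 at all 3, 15 core genes and 8 between LL days. With limma's treat, a test against a 1.4-fold change and so stricter as well, they were 155, 565, 235, 97 and 118, 219, 62, 80, 779, 42, 23 and 1 in the same order, and 126 time-specific genes. At an unadjusted p, 941 accession-specific genes and 332 genes between LL days were called. With only the compared groups in the fit, which leaves fewer arrays for the spread, 90 accession-specific genes were called.

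With the smallest change for every gene, changes beyond 3.16-fold turn to another power of 10 by construction. The core count was then 55, and it was 51 without the loci placed by the tables. The unadjusted p by fry for the heat list was 0.19 for Col-0 against Ts-1 and 0.14 for Ga-0 against Ts-1, both in the opposite direction, and for the GDPD family it was 0.18. Of 210 changes of named genes, 40 turned to the opposite direction and 3 were no longer past the limit. In Col-0 at 1 hr this gave DREB2A -1.46, GDPD1 -0.61, HOP3 -0.13, HSFA2 -1.44, HSP101 -0.86, HSP20-like -1.17, SMR5 -1.55 and SPX1 -1.22. In Col-0 at 3.5 hr this gave At2g29500 -0.04, At5g48490 0.74, At5g57760 0.78, ELIP1 -0.05, ELIP2 -0.97, EXPA8 0.69, HOP3 -1.55, HSP17.6A -0.93 and HSP20-like -1.59. In Col-0 at 25 hr this gave At5g48490 1.23, ELIP1 -0.99, ELIP2 -0.85, GASA6 1.17, HOP3 -1.41, HSP17.6II -0.14, HSP20-like -1.44, LDOX -0.4, NCED4 0.81 and SMR5 -1.62. In Ga-0 this gave HOP3 -0.99, HSFA2 -1.42, HSP101 -0.9, HSP20-like -1.32, MYBL2 1.64 and SR45a -1.54. In Ts-1 this gave At2g29500 -0.02, DREB2A -1.37, ELIP2 -1.4, HOP3 -1.28, HSFA2 -1.14, HSP101 -0.84 and HSP20-like -0.76. These directions therefore come from the paper's tables.

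With camera and its preset correlation, the unadjusted p was 0.02 for the heat list in Col-0 against Ga-0 (range over the alternatives 0.02 to 0.81) and 0.0011 for the lipid list in Ga-0 against Ts-1 (range 0.0011 to 0.15), both past the limit, and the cause was not tested. The ratio of accession to light distance was 1.21 over the 5000 most variable loci, 1.34 with the Pearson, 1.26 with the Spearman correlation of row-centred values and 1.23 with the smallest change. The ratio of time in LL to light was 0.97 with the pair of 1 and 25 hr included, a setting chosen after the values were seen that adds a close pair, 1.33 with Pearson and 1.28 with Spearman. In HL it was 1.27 over the most variable loci, 1.17 with Spearman and 1.28 with the smallest change. The ratio of LL days to replicates was 1.1, 1.6 and 1.26 over the most variable loci, with Pearson and with Spearman. The cause of these shifts was not tested.

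With 1 replicate left out, which leaves groups of 2 arrays, the accession-specific count ranged from 28 to 73 and was 28, 73 and 43 without replicate 1, 2 and 3. The count between LL days ranged from 44 to 169, with 44 without replicate 2 and 99 without replicate 3. The other ranges were 672 to 925, 2130 to 2230 and 1341 to 1495 in Col-0 at 1, 3.5 and 25 hr, 571 to 686 in Ga-0, 643 to 736 in Ts-1, 1290 to 1397 in at least 1 accession, 196 to 215 in all 3, 3283 to 3357 at 1 or more time-points, 202 to 259 at all 3, 422 to 435 time-specific and 85 to 90 core genes. For the distances, the ratios ranged from 1.16 to 1.18 for accession, 1.1 to 1.16 for time in LL, 1.21 to 1.23 for time in HL and 1.02 to 1.05 for LL days.

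For the set tests with 1 replicate number left out, the unadjusted p by fry ranged from 0.4 to 0.7, 0.00075 to 0.02 and 0.0016 to 0.097 for the heat list in Col-0 against Ga-0, Col-0 against Ts-1 and Ga-0 against Ts-1, where the last was past the limit except without replicate 3. For the lipid list the ranges were 1.7e-06 to 6.2e-05, 1.4e-05 to 0.0007 and 0.11 to 0.15 in the same order. For the families they were 1.7e-06 to 6.1e-05 for GDPD, 1.1e-07 to 1.5e-06 for HSF, 1.7e-11 to 4.8e-08 for HSP, 0.071 to 0.43 for LHCB, 0.013 to 0.13 for NPC, 0.0013 to 0.38 for PLC and 0.019 to 0.093 for PLD. NPC was no longer past the limit without replicate 1 (0.13), PLC without replicate 2 (0.38) or 3 (0.16) and PLD without replicate 3 (0.093), and fewer arrays are part of the cause by construction.

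Among the named genes, 1215 of 1260 changes with 1 array left out kept their direction and their side of the adjusted p limit. Of the others, 40 were no longer past it and 5 were newly past it. With only the compared groups in the fit, 201 of 210 kept both, 8 were no longer past the adjusted p limit and 1 was newly past it. The fold limit is not part of these tallies, so changes that crossed it alone are counted as kept. At4g30670 in Col-0 at 1 hr was -0.82 without replicate 2 of the HL group, a change no longer past the limit.

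The replicate numbers of HL and LL arrays share no stated litter, batch or day. Same-numbered arrays of an HL and LL pair deviated from their group means with a mean correlation of 0.096, against -0.048 for other numbers, and the lowest of the 5 pairs was 0.034, so the arrays are not treated as paired. With the replicate number as a block, the counts were 793, 2150, 1411, 626 and 674 in Col-0 at 1, 3.5 and 25 hr, Ga-0 and Ts-1, 156 accession-specific and 457 time-specific genes, 94 core genes and 194 between LL days, and the block changed no call of a set test or a named gene.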

Differences from the paper's values

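The count of genes that differed the same way in both lights was taken only after the values were seen. Of 27 values that the paper's text states in digits and that were computed here, 1 differed by more than 1.5 times. The 184 listed fold-changes of named genes matched, though their powers of 10 were taken from the same tables. For the 153 accession-specific genes of the paper, the paper gives 22 that also differed between accessions irrespective of the irradiance, and here 81 differed between accessions in LL. None of the alternatives set before the data were examined was run for this count. Of the 32 genes that Tables S3 and S4 mark as differing in control conditions, 31 differed in LL and 22 differed the same way in both lights, a count chosen after the values were seen that equals the paper's and leaves out 10 of the genes marked in the tables.

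The paper's text gives more core genes that differ between accessions only, and fewer that differ between time-points only or in both, than were found here. Here 1 of the 94 core genes differed between accessions only, 47 between time-points only and 16 in both. Over the 88 genes of Tables S1 and S2 the counts were 1, 45 and 14, and the columns of those tables themselves give 1, 46 and 13. The paper states that DREB2A and SR45a differed between accessions and not between time-points. Here both also differed between 1 and 3.5 hr, and SMR5 was the gene that differed between accessions only. The paper states that all genes differing between time-points were heat-shock genes, and here 13 of the 47 belong to its heat class.

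The paper states that a few photosynthesis genes are among the core genes and that they are all down-regulated. Of the 10 that Tables S1 and S2 class as photosynthesis, 7 were called up-regulated in limma. The paper names fewer core genes as positively correlated with Φ_PSII_ than it counts, and its text gives fewer core genes with r below -0.5 than the 13 that Tables S1 and S2 hold. Among the accession-specific genes the paper's text gives 55 with r below -0.5 and its tables hold 54, and among the time-specific genes the text gives 78 and the tables hold 75.

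The paper states that SR45a and SR30 respond most at 3.5 hr. SR45a rose by 1.41 at 1 hr and 0.80 at 3.5 hr on the log2 scale, and SR30 by 1.24 and 1.20. For SR45a the difference was past limma's limit (adjusted p = 9e-04) and for SR30 it was not (adjusted p = 0.91).

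The paper states that heat genes are not induced in Ts-1 and are induced more strongly in Ga-0 than in Col-0. For Ts-1 its evidence includes qRT-PCR of a separate experiment, where HSFA2, HOP3 and DREB2A responded little or not at all to the irradiance increase. That qRT-PCR was not analysed here, and the values given here are from the arrays. Of the 45 heat genes, 40 were called up-regulated in Ts-1 in limma, with directions beyond 3.16-fold from the paper's own tables. The Col-0 and Ga-0 responses differed by a median of 0.05, not past the limit (limma's fry, adjusted p = 0.47). For this pair, camera with its preset correlation gave an unadjusted p of 0.02 (range over the alternatives 0.02 to 0.81). HSFA2, HSP20-like and DREB2A rose by 2.18, 2.56 and 1.95 in Ts-1, with powers of 10 from the paper's tables, and the difference from Col-0 was not past limma's limit for any of the 3 (adjusted p = 0.59, 0.47 and 0.9). With the smallest change, a setting chosen after the values were seen, they were -1.14, -0.76 and -1.37. The mean of the heat list was lower in Ts-1 (1.60) than in Col-0 (2.01).

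The paper states that the PHR-mediated route is active in Col-0 and Ga-0 and absent in Ts-1. Its evidence includes qRT-PCR of a separate experiment, where SPX1 and GDPD1 responded little or not at all in Ts-1. That qRT-PCR was not analysed here, and the values given here are from the arrays. The mean log2 fold-change of the lipid list was 0.32 in Ga-0 and 0.46 in Ts-1, with 3 and 6 of 10 genes called up-regulated, and SPX1 rose by 0.37 and 0.98. The difference between Ga-0 and Ts-1 was not past the limit (limma's fry, adjusted p = 0.067). The paper states that DGD1 is not induced, and here it rose by 0.51 in Col-0 at 1 hr (limma adjusted p = 0.00055). This rise is 1.42-fold, close to the 1.4-fold limit. With 1 array left out it ranged from 0.43 to 0.57, and the lower end is inside the fold limit. The paper also states that PLC and PLD genes do not respond, and 1 of 11 PLD genes was called in Col-0 at 1 hr. As sets in Col-0 at 1 hr, limma's fry gave adjusted p = 0.041 for PLC and 0.013 for PLD, both towards up-regulation, with medians of 0.10 and 0.05 on the log2 scale. The unadjusted p by fry was not past the limit for PLC without replicate 2 (0.38) or 3 (0.16) and for PLD without replicate 3 (0.093). In Ga-0 and Ts-1 the PLC medians were -0.06 and -0.12, with 0 of 7 genes above 0 in either. The PLD medians there were 0.04 and 0.02. In Col-0 at 3.5 hr, 1 PLC gene was called down-regulated (-0.78).

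The paper states that no gene clusters of ABA responsiveness were up-regulated, a statement about clusters that was not tested here. Of the single genes, NCED3 was called up-regulated in limma in Col-0 at 1 hr (1.35 on the log2 scale) and 25 hr (1.07) and in Ga-0 (1.20), RD29A in Col-0 at 1 hr (0.88) and 3.5 hr (0.81), RAB18 in Col-0 at 3.5 hr (0.51) and RD29B in Ga-0 (0.82). RD29B was not past the limit without replicate 1 of the Ga-0 HL group (limma adjusted p = 0.074) or with only the compared groups in the fit (adjusted p = 0.082). None of these 4 genes was called in Ts-1.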

Other observations

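The rule for reading the test of correlations below was changed only after both of its p-values were seen, and the splits of arrays were planned. Most accession-specific genes of the paper pass an r of 0.5 or -0.5 with Φ_PSII_ over 3 accessions. A candidate explanation is that any 3 values do so this often. The profile of Φ_PSII_ was solved from the listed r values. Of all other loci, 66.7% pass the same limits, against 74.5% of the paper's genes (Fisher's exact test, two-sided p = 0.0474), and of the other responsive genes 70.7% pass (p = 0.392, Fisher's exact test). The first reading took the comparison with all other loci alone and excluded the explanation. The present reading asks for both comparisons, and by it a correlation with Φ_PSII_ and the share that any 3 values give cannot be told apart for these genes, because the genes were chosen for differing between the same 3 accessions. Among the time-specific genes, 34.6% pass, fewer than the 63.6% of all other loci.

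Splits of the arrays show how often other groupings give as much. With 3 arrays against 3 there are 10 splits, and in each of the 5 comparisons of HL and LL 1 of 10, the real one, called as many genes. Chance and the light treatment cannot be told apart by these splits, since 10 splits cannot give a share below 0.1. The same holds for the families GDPD, HSF, HSP, LHCB and PLD with 1 of 10 and for NPC and PLC with 2 of 10. Over several comparisons together, 1 of 100 draws of permuted light labels gave as many genes in at least 1 accession, in all 3 accessions, at 1 or more time-points, at all 3 time-points and in the core set, so chance can be excluded for these 5 counts.

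The first split of the average-linkage tree set the Col-0 arrays of 3.5 hr apart under the root mean square distance. It set Ga-0 with Ts-1 apart under the Pearson and Spearman distances, which were chosen after the values were seen. With complete linkage, the Col-0 arrays of 3.5 hr were set apart under the root mean square and Pearson distances. Under the Spearman distance with complete linkage, they were set apart together with Col-0 HL at 25 hr. The 3 LL days lay on 1 branch in all 6 trees. No explanation was tested for the order of the branches.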
